# The Huntington disease protein accelerates breast tumour development and metastasis through ErbB2/HER2 signalling

**DOI:** 10.1002/emmm.201201546

**Published:** 2013-01-09

**Authors:** Cristovão Moreira Sousa, John Russel McGuire, Morgane Sonia Thion, David Gentien, Pierre de la Grange, Sophie Tezenas du Montcel, Anne Vincent-Salomon, Alexandra Durr, Sandrine Humbert

**Keywords:** breast cancer, dynamin, huntingtin, migration, polyglutamine

## Abstract

In Huntington disease (HD), polyglutamine expansion in the huntingtin protein causes specific neuronal death. The consequences of the presence of mutant huntingtin in other tissues are less well understood. Here we propose that mutant huntingtin influences breast cancer progression. Indeed, we show that mammary tumours appear earlier in mouse breast cancer models expressing mutant huntingtin as compared to control mice expressing wild-type huntingtin. Tumours bearing mutant huntingtin have a modified gene expression pattern that reflects enhanced aggressiveness with the overexpression of genes favouring invasion and metastasis. In agreement, mutant huntingtin accelerates epithelial to mesenchymal transition and enhances cell motility and invasion. Also, lung metastasis is higher in HD conditions than in control mice. Finally, we report that in HD, the dynamin dependent endocytosis of the ErbB2/HER2 receptor tyrosine kinase is reduced. This leads to its accumulation and to subsequent increases in cell motility and proliferation. Our study may thus have important implications for both cancer and HD.

## INTRODUCTION

The bulk of interest in the huntingtin protein has centred on the fact that, when mutated, huntingtin causes Huntington's disease (HD), a devastating neurodegenerative disorder. The mutation is an abnormally expanded polyglutamine (polyQ) stretch in the N-terminus of the protein. Given the adult onset and dysfunction and death of adult neurons that characterizes HD, most studies have focused on the toxic effects elicited by polyQ-huntingtin in post-mitotic neurons. However, HD is also associated with peripheral manifestations including weight loss and muscle wasting (Sassone et al, 2009; van der Burg et al, 2009). These symptoms may not be linked only to secondary manifestations of neuronal dysfunctions but also to the presence of polyQ-huntingtin in other dysfunctioning tissues. Indeed, the protein is ubiquitous, with high levels produced by the brain and outside the nervous system (Trottier et al, 1995). At the subcellular level, huntingtin is found both in the cytoplasm and in the nucleus (Hoogeveen et al, 1993; Kegel et al, 2002; Trottier et al, 1995). It associates with various organelles and structures, such as clathrin-coated vesicles, endosomal and endoplasmic compartments, mitochondria and microtubules. Consistent with this subcellular localization, huntingtin interacts with proteins involved in gene expression, intracellular transport, intracellular signalling and metabolism and thus appears to be involved in various cellular functions (Harjes & Wanker, 2003; Li & Li, 2004). Indeed, it is established that huntingtin plays critical roles in transcription, endocytosis, microtubule-based transport of organelles and mitosis in both neuronal and non-neuronal cells (Gauthier et al, 2004; Godin et al, 2010; Zuccato et al, 2010).

The presence of huntingtin in several tissues and its involvement in fundamental biological processes strongly suggest that huntingtin could be essential outside the brain. This is further underlined by the indispensability of huntingtin as revealed by the early embryonic lethality at day 7.5 of the complete knock-out of the huntingtin gene in mouse (Duyao et al, 1995; Nasir et al, 1995; White et al, 1997; Zeitlin et al, 1995). A partial depletion of huntingtin specifically showed its requirement for the generation of the three lineages that derived from the epiblast and lead to the formation of mesoderm, endoderm and ectoderm during gastrulation (Woda et al, 2005). Finally, huntingtin is required for the generation and expansion of haematopoietic cells in mouse and zebrafish (Lumsden et al, 2007; Metzler et al, 2000).

PolyQ-huntingtin induces death of neurons in the brain via distinct but complementary pathways including deregulation of apoptosis and/or autophagy, altered transcription, metabolism and cellular stress responses (Borrell-Pages et al, 2006; Zuccato et al, 2010). These disturbances were originally mostly attributed to the gain of new toxic functions of polyQ-huntingtin. However, there is growing evidence that loss of the normal functions of wild-type huntingtin could act concomitantly and synergistically with the gain of new toxic functions. For example, huntingtin function in the microtubule (MT)-based transport of brain derived neurotrophic factor (BDNF) vesicles is lost in HD, leading to a decreased trophic support provided by the cortical neurons to the striatal neurons (Gauthier et al, 2004). Thus, mutant huntingtin affects biological processes shared by all cells in the organism and this may impact on the homeostasis of the tissues where it is expressed.

Similarly, given the broad expression and basic cellular functions of wild-type huntingtin, it seems likely that mutant huntingtin may affect the aetiology of other diseases. Here we investigated whether mutant huntingtin could influence the progression of breast cancer after we found the protein to be expressed in both normal mammary epithelia and tumours. We demonstrate that mutant huntingtin accelerates tumourigenesis in two mouse breast cancer models, increases epithelial–mesenchymal transition (EMT) of cancer cells and favours lung metastasis in mice. Further analyses support that this occurs, at least in part, through the hyperactivation of the ErbB2/HER2 pathway. We thus propose a link between molecular pathways underlying neurodegeneration, cancer tumourigenesis and metastasis through mutant huntingtin.

## RESULTS

### Mutant huntingtin is expressed in human breast tumours

While research on HD has mostly focused on neurological symptoms, we investigated whether breast cancer could be influenced by the expression of mutant huntingtin. We identified 12 HD patients with breast cancer (Supporting Information Fig S1A). An inverse correlation between the length of the abnormal CAG expansion and the age at symptom onset in HD has been documented (Zoghbi & Orr, 2000). We also found a relationship between earlier ages of breast cancer onset and longer CAG repeats (Supporting Information Fig S1B; Pearson correlation coefficient = −0.58, *p*-value = 0.04).

We had access to cancer biopsies from HD patients and used immunohistochemistry with an antibody recognizing both the wild-type and mutant forms of huntingtin (Supporting Information Fig S1C). Positive staining was observed in normal residual tissue and invasive cells. We also used a mutant specific antibody (Supporting Information Fig S1D) and found mutant huntingtin in normal residual tissue and invasive cells with a strong nuclear staining. Thus, mutant huntingtin is expressed in breast tumours where it may influence cancer progression.

### PolyQ-huntingtin promotes mammary carcinogenesis

We then generated mice that express the activated polyomavirus middle T antigen (PyVT) oncogene and polyQ-huntingtin. Expression of PyVT under the control of the mouse mammary tumour virus (MMTV) promoter induces mammary adenocarcinoma formation (Guy et al, 1992). MMTV-PyVT mice were crossed with an HD mouse model, the *Hdh*^*Q111/Q111*^ mouse line which carries an abnormal 111 CAG repeat expansion in the huntingtin gene encoding an abnormally expanded polyQ stretch in huntingtin (Wheeler et al, 1999). HD behavioural and motor phenotypes arise much later than PyVT-induced cancer in these mice (Menalled et al, 2009). Compared with MMTV-PyVT mice expressing wild-type huntingtin (MMTV-PyVT/*Hdh*^*Q7/Q7*^), tumours appeared earlier in MMTV-PyVT/*Hdh*^*Q111/Q111*^ mice (Fig 1A). Heterozygous MMTV-PyVT/*Hdh*^*Q7/Q111*^ mice exhibited an intermediate phenotype. Examination of whole-mount mammary glands from virgin female MMTV-PyVT/*Hdh*^*Q111/Q111*^ mice at 8, 12 and 14 weeks (Fig 1B) revealed larger mammary adenocarcinomas than in the huntingtin heterozygous condition, themselves larger than those produced in the wild-type background at the same age. From these stainings, we evaluated the tumour progression by determining the percentage of the mammary gland composed of tumoural tissue at different time points (Fig 1C). Tumour progression was increased in MMTV-PyVT/*Hdh*^*Q111/Q111*^ mice as compared to MMTV-PyVT/*Hdh*^*Q7/Q111*^ and MMTV-PyVT/*Hdh*^*Q7/Q7*^ mice. These results were further confirmed by haematoxylin and eosin staining analysis (4th mammary gland at 14 weeks of age; Fig 1D). Mammary tumours in the wild-type mice were more differentiated than those in the polyQ situation. In the heterozygous situation, the situation was intermediate.

**Figure 1:**
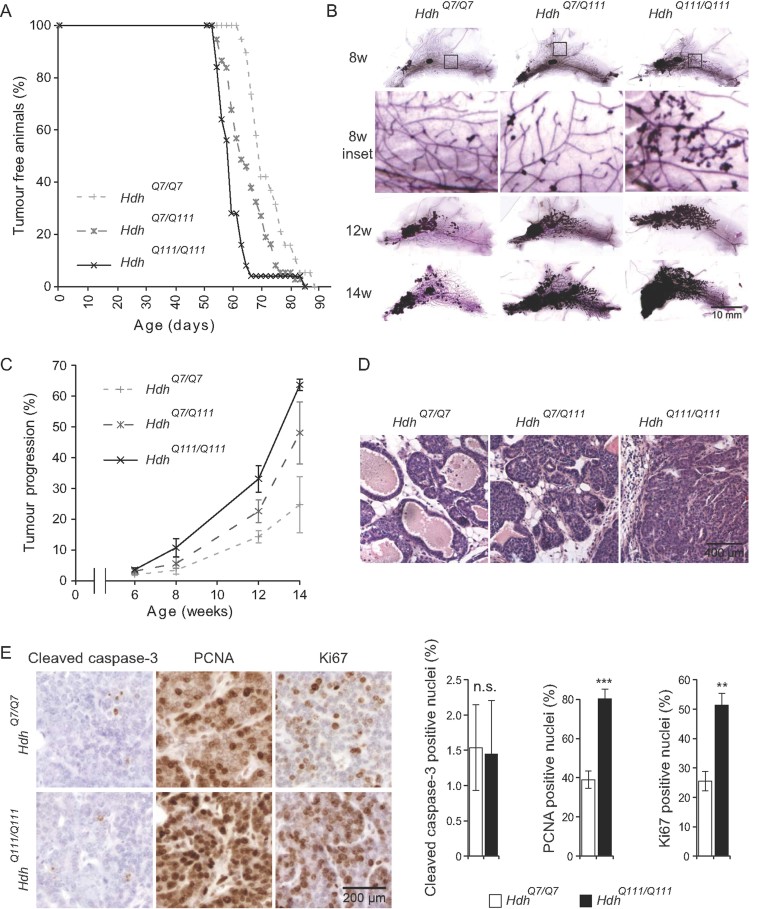
Oncogene-induced mammary tumours develop faster in HD mice Tumour-free survival curves of MMTV-PyVT/*Hdh*^*Q7/Q7*^ (*Hdh*^*Q7/Q7*^*; t*_50_ = 65 ± 1 days; *n* = 19), MMTV-PyVT/*Hdh*^*Q7/Q111*^ (*Hdh*^*Q7/Q111*^; *t*_50_ = 62 ± 4 days; *n* = 37) and MMTV-PyVT/*Hdh*^*Q111/Q111*^ (*Hdh*^*Q111/Q111*^; *t*_50_ = 52 ± 2 days; *n* = 25) mice. Kaplan–Meier Analysis, Logrank test: *p*-value < 0.0001.Whole mount carmine aluminium staining of MMTV-PyVT/*Hdh*^*Q7/Q7*^, MMTV-PyVT/*Hdh*^*Q7/Q111*^ and MMTV-PyVT/*Hdh*^*Q111/Q111*^ abdominal mammary glands at 8, 12 and 14 weeks.Percentage of tumoural tissue evaluated on whole mount carmine aluminium staining (at least *n* = 3 mice per genotype and per time point). At 14 weeks, MMTV-PyVT/*Hdh*^*Q7/Q7*^ *versus* MMTV-PyVT/*Hdh*^*Q7/Q111*^: *p*-value = 0.0186; MMTV-PyVT/*Hdh*^*Q7/Q7*^ *versus* MMTV-PyVT/*Hdh*^*Q111/Q111*^: *p*-value = 0.0024; MMTV-PyVT/*Hdh*^*Q7/Q111*^ *versus* MMTV-PyVT/Hdh^*Q111/Q111*^: *p*-value = 0.1558.Hematoxylin and eosin staining of sections from MMTV-PyVT/*Hdh*^*Q7/Q7*^, MMTV-PyVT/*Hdh*^*Q7/Q111*^ and MMTV-PyVT/*Hdh*^*Q111/Q111*^ tumours (4th mammary gland, 14 weeks).Immunohistochemical staining of sections from MMTV-PyVT/*Hdh*^*Q7/Q7*^ and MMTV-PyVT/*Hdh*^*Q111/Q111*^ tumours (4th mammary gland, 14 weeks) with antibodies against cleaved caspase-3, PCNA and Ki67. The graphs represent the quantitative assessments of the percentage of cleaved caspase-3 (*p*-value = 0.3583), PCNA (***p-value = 0.0010) and Ki67 (**p-value = 0.0080) positive cells (three tumours per genotype, at least 1000 cells scored per condition). n.s., not significant.

We tested whether the effect on tumour growth could result from changes in apoptosis and cellular proliferation by immunohistochemistry. Apoptosis detected by cleaved caspase-3 immunohistochemistry was similar in MMTV-PyVT/*Hdh*^*Q111/Q111*^ mammary tumour as compared to control (Fig 1E). In contrast, the protein levels of proliferation markers proliferating cell nuclear antigen protein (PCNA) and Ki67 were markedly higher in MMTV-PyVT/*Hdh*^*Q111/Q111*^ tumours.

Similar results were obtained when breeding HD mice with the MMTV-ErbB2 mouse breast cancer model (neu/HER2; Supporting Information Fig S2A and B; Muller et al, 1988). Thus, the presence of polyQ-huntingtin accelerates cell proliferation and mammary carcinogenesis in two breast cancer models.

### PolyQ-huntingtin induces gene expression changes in PyVT mammary tumours

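Gene expression was measured in mammary tumours of MMTV-PyVT mice, in which the MMTV promoter drives the polyoma virus middle T oncoprotein in the mammary gland, on Affymetrix Mouse Exon 1.0 ST arrays, which carry probes along the exons of each gene. RNA came from 4 tumours of MMTV-PyVT/HdhQ7/Q7 mice, whose huntingtin carries 7 glutamines, and from 4 tumours of MMTV-PyVT/HdhQ111/Q111 mice, whose huntingtin carries 111. Each tumour was taken 6 weeks after detection and was hybridized to 1 array. In the paper, tumours appeared earlier in MMTV-PyVT/HdhQ111/Q111 mice, so these mice may have been younger when sampled. An effect of age cannot be told apart from one of genotype here. The methods call the samples biological replicates and the paper's text does not state whether each tumour came from a different mouse, so p-values measure the spread between these tumours. The deposited table holds a log2 signal for each of 23332 probe sets on each array, most of them transcript clusters that combine the probes of a gene. The platform annotation gives a single gene symbol for 14996 of the probe sets, several symbols for 1019 and none for 7317. Of the unnamed probe sets, 6577 have identifiers in a lower range in which no probe set is named. Array medians lay between 7.58 and 7.74, and the values were used as deposited. How the deposited values were normalized is not given in the sources used here. For the paper's own gene analysis the methods name quantile normalization, background correction with antigenomic probes, FAST DB annotation and a filter on detection of each probe. The steps on single probes could not be repeated from signals per probe set, and quantile normalization of these signals was run as an alternative. Across probe sets, every pair of arrays correlated with r between 0.984 and 0.990. Genotypes were compared with limma, and genes are described as past the study's thresholds where the fold change was at least 1.5 and limma's unadjusted p at most 0.05. A gene is said to have risen or fallen only at an adjusted p under 0.05 (Benjamini-Hochberg, over all probe sets). With 4 tumours against 4, the smallest p that an exact permutation test can give is 0.0286, and the number of arrays limits the precision of every value.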

To decipher the molecular events that lead to the increased tumourigenesis associated with polyQ-huntingtin expression, we examined the gene expression patterns of MMTV-PyVT/*Hdh*^*Q7/Q7*^ and MMTV-PyVT/*Hdh*^*Q111/Q111*^ mammary tumours using Affymetrix Mouse Exon 1.0 ST microarrays (Fig 2). 

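Abhd1, which encodes an alpha/beta hydrolase, and Serpinf1, which encodes the secreted pigment epithelium-derived factor, rose in the MMTV-PyVT/HdhQ111/Q111 tumours, and the predicted gene Gm5148 fell. The log2 signal of Abhd1 was 9.18 ± 0.15 (SD, n = 4) against 8.16 ± 0.07 (SD, n = 4) in MMTV-PyVT/HdhQ7/Q7 tumours, a 2.03-fold difference (standard error 0.09 on the log2 scale, adjusted p = 0.0397 from limma). Serpinf1 was 2.02-fold higher (standard error 0.10, adjusted p = 0.0427) and Gm5148 4.08-fold lower (standard error 0.19, adjusted p = 0.0400). In all 3 genes every tumour of a genotype lay apart from every tumour of the other. At the study's thresholds, 317 of the 23332 probe sets differed between the genotypes. A single gene symbol is given for 178 of them, several symbols for 26 and none for 101 in the lower identifier range and 12 others. Among the named genes with the smallest p were Mfap4, a protein of elastic microfibrils (1.59-fold higher), the endocytic receptor gene Lrp1 (1.63-fold higher) and Mrpl33, a protein of the mitochondrial ribosome (1.63-fold lower, adjusted p = 0.0649). The groups did not overlap in 4.43% of all probe sets, where chance gives 2.86%. Of all probe sets, 1839 had an unadjusted p under 0.05 against 1166.6 expected with no change. The methods' t-test placed 213 probe sets past the study's thresholds, all among the 317, and 0 at an adjusted p under 0.05. The number at an adjusted p under 0.05 was 0 without any one of the MMTV-PyVT/HdhQ7/Q7 tumours or without MMTV-PyVT/HdhQ111/Q111 replicate 3, 1 without its replicate 1 or 4, and 3 without its replicate 2. Abhd1 and Mrpl33 lie within 10 Mb of Htt on chromosome 5.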

Out of 43,379 genes analysed in four samples of each type of tumour, 416 genes were found to be differentially regulated with fold differences of at least 1.5 (*p*-value < 0.05), and 171 of these encoded a known protein (Fig 2A and Supporting Information Table S1). Most of the genes affected by polyQ-huntingtin expression (73%) were up-regulated in the tumours expressing polyQ-huntingtin compared to their expression levels in the wild-type tumours (Supporting Information Fig S3A and Table S1). 

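Among the 317 probe sets past the study's thresholds, 238 were higher and 79 lower in MMTV-PyVT/HdhQ111/Q111 tumours, so that 75.1% were higher. Of the 178 with a single gene symbol, 127 were higher and 51 lower. Higher genes with no overlap between the genotypes included Htra1, a secreted serine protease (2.21-fold), Scn7a, a sodium channel subunit (2.08-fold), Lama2, the laminin alpha 2 chain (1.83-fold) and Slc9a9, a sodium and proton exchanger (1.59-fold). Lower genes included A4galt, a glycosyltransferase of globoside synthesis (2.29-fold), the non-coding RNA Snhg11 (1.90-fold), Sphk1, the kinase that makes sphingosine-1-phosphate (1.85-fold), and Prom1, which encodes the surface protein prominin 1 (1.77-fold). Their adjusted p from limma lay between 0.251 and 0.445. Prom1 is within 10 Mb of Htt, and for Snhg11 one MMTV-PyVT/HdhQ111/Q111 tumour, replicate 1, lay at a log2 signal of 7.30 while the others lay between 6.50 and 6.61. The balance of directions moved with the centring of the arrays. The mean array median was 0.07 higher on the log2 scale in MMTV-PyVT/HdhQ111/Q111 tumours. With each array centred on its median, 166 probe sets were higher and 121 lower (57.8% higher), and after quantile normalization 187 were higher and 93 lower (66.8% higher). In the unnamed lower identifier range, 86 of the 101 probe sets were higher, and their median signal was 5.76 against 8.03 for those with a single gene symbol.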

Hierarchical clustering analysis of regulated genes confirmed that the tumour samples could be assigned to two primary clusters of tumours (Fig. 2 and Supporting Information Fig S3A). The left group of the dendogram contained the control tumour samples and the right group the HD tumour samples, with replicates in each cluster demonstrating substantial expression pattern homogeneity.

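All 8 tumours fell in the cluster of their own genotype when the 317 probe sets past the study's thresholds were clustered with the correlation distance and average linkage of the methods, on values centred per probe set. These probe sets were chosen because they differed between the same tumours, so their clustering is not independent of that choice. Over all 23332 probe sets, with no choice made, the 8 tumours were also separated by genotype. Over the 1000 most variable probe sets, 7 of 8 were, and MMTV-PyVT/HdhQ111/Q111 replicate 2 joined the MMTV-PyVT/HdhQ7/Q7 tumours. The first 2 principal components of all probe sets carried 23.9% and 18.4% of the variance, and neither alone separated the genotypes. On the first, MMTV-PyVT/HdhQ111/Q111 replicate 2 (-11.9) lay within the range of the MMTV-PyVT/HdhQ7/Q7 tumours (-23.1 to -1.66). On the second, MMTV-PyVT/HdhQ7/Q7 replicate 4 (-13.3) lay within the range of the MMTV-PyVT/HdhQ111/Q111 tumours (-21.2 to 10.5). Within a genotype, the SD of the difference between 2 arrays over probe sets was 0.32 to 0.39 on the log2 scale.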

**Figure 2:**
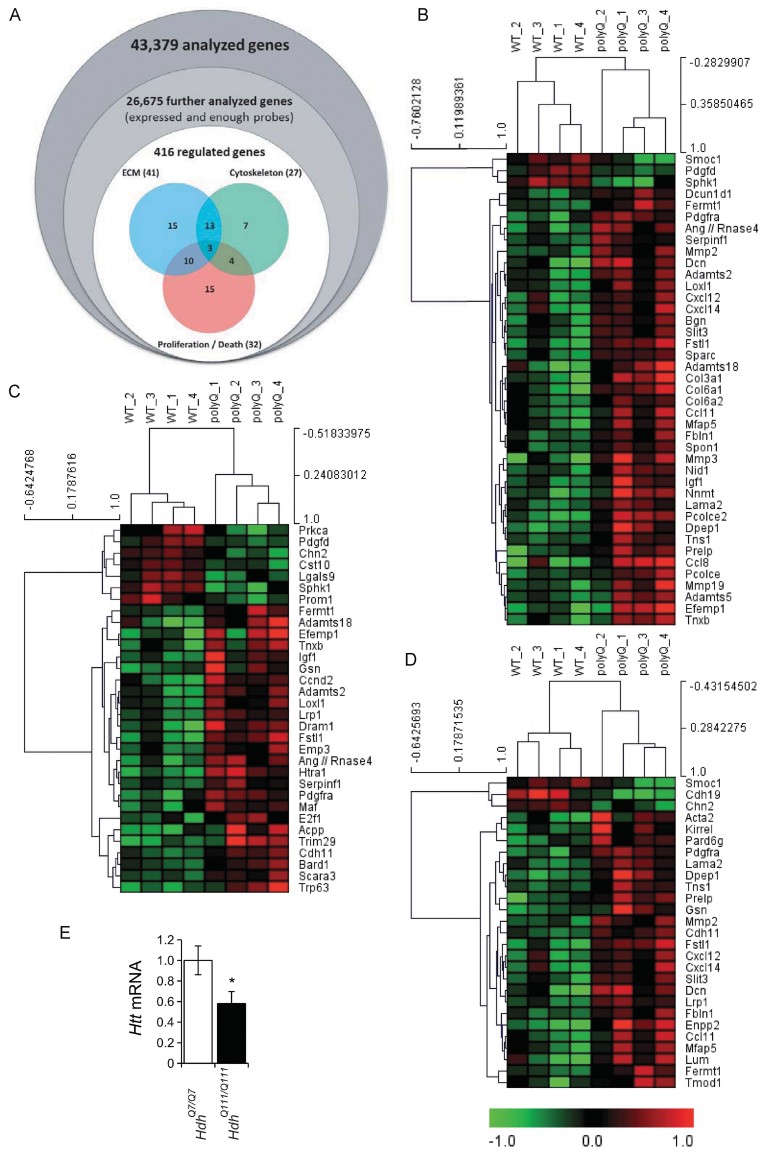
PolyQ-huntingtin causes differential gene expression in tumours **A.** Venn diagram for genes found to be regulated using Mouse Exon 1.0 ST Affymetrix array chips in 4 MMTV-PyVT/*Hdh*^*Q111/Q111*^ *versus* 4 MMTV-PyVT/*Hdh*^*Q7/Q7*^ tumours (6 weeks after detection), which met the criteria of a *p*-value < 0.05 and a fold-change of more than 1.5.**B–D.** Hierarchical clustering for ECM remodelling (**B**), cytoskeleton associated (**C**), and proliferation/cell death genes (**D**). WT: MMTV-PyVT/*Hdh*^*Q7/Q7*^ tumours; polyQ: MMTV-PyVT/*Hdh*^*Q111/Q111*^ tumours.**E.** mRNA levels of huntingtin as determined by quantitative PCR analysis in 4 MMTV-PyVT/*Hdh*^*Q7/Q7*^ and 3 MMTV-PyVT/*Hdh*^*Q111/Q111*^ tumours (*p-value = 0.0165).

We confirmed the results generated by the gene microarrays for a subset of genes involved in relevant pathways (Supporting Information Fig S3B). The differences in the mRNA levels of cadherin 11, BRCA1-associated RING domain protein (BARD-1), matrix metalloproteinase 3 (MMP3), cyclin D2 were reflected by corresponding differences in the protein level as revealed by immunoblotting. 

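Mmp3, which encodes the matrix-degrading protease stromelysin 1, was 2.33-fold higher in MMTV-PyVT/HdhQ111/Q111 tumours. Ccnd2, which encodes the G1 cyclin D2, was 1.63-fold higher, Cdh11, a cadherin of mesenchymal cells, 1.42-fold higher and Bard1, the partner of BRCA1 in a ubiquitin ligase, 1.37-fold higher. The log2 signal of Ccnd2 was 9.15 ± 0.26 (SD, n = 4) against 8.44 ± 0.29 (SD, n = 4), a log2 fold change of 0.70 (standard error 0.17, adjusted p = 0.427 from limma). For Cdh11 it was 8.91 ± 0.15 (SD, n = 4) against 8.40 ± 0.20 (SD, n = 4), a log2 fold change of 0.51 (standard error 0.12, adjusted p = 0.392). Bard1 lay at 7.36 ± 0.30 (SD, n = 4) against 6.91 ± 0.19 (SD, n = 4), a log2 fold change of 0.45 (standard error 0.16, adjusted p = 0.593). Mmp3 and Ccnd2 were past the study's thresholds, and Cdh11 and Bard1 were below the fold threshold of 1.5. Every MMTV-PyVT/HdhQ111/Q111 tumour was above every MMTV-PyVT/HdhQ7/Q7 tumour for Mmp3, Ccnd2 and Cdh11 (two-sided exact permutation test, p = 0.0286 for each), while the groups overlapped for Bard1 (p = 0.0571, same exact test). The study drew all of these genes in Fig 2 from the same arrays, so these p-values are not independent evidence. Among the MMTV-PyVT/HdhQ7/Q7 tumours, replicate 4 had a Bard1 signal of 6.62 and the others 6.98 to 7.04. Without MMTV-PyVT/HdhQ7/Q7 replicate 2, the log2 fold change of Cdh11 was 0.60, past the study's thresholds.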

Remarkably, mutant huntingtin mRNA (FC = −1.56; *p*-value = 4.7 × 10^−4^) were lower than those of wild-type huntingtin. 

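Htt was 1.63-fold lower in MMTV-PyVT/HdhQ111/Q111 tumours, in which both copies carry the expanded repeat, than in MMTV-PyVT/HdhQ7/Q7 tumours. Its transcript cluster, 6929856, had a log2 signal of 8.81 ± 0.12 (SD, n = 4) against 9.52 ± 0.09 (SD, n = 4), a log2 fold change of -0.70 (standard error 0.08, 95% confidence interval -0.90 to -0.51, adjusted p = 0.0700 from limma). Every MMTV-PyVT/HdhQ111/Q111 tumour, from 8.65 to 8.92, lay below every MMTV-PyVT/HdhQ7/Q7 tumour, from 9.43 to 9.60 (two-sided exact permutation test, p = 0.0286). Htt was past the study's thresholds. Other genes of its neighbourhood on chromosome 5 were also past the study's thresholds, Abhd1 alone at an adjusted p under 0.05. Within 10 Mb of Htt, 6 of 137 named genes were past the study's thresholds (Abhd1, Mrpl33, Plb1, Slbp, Htt and Prom1), against 168 of 14668 elsewhere, an odds ratio of 3.95 (one-sided permutation test by rotation of the calls along the genome, p = 0.0151). Of the 35 splits of the tumours into 4 and 4, 2 reached this odds ratio, the real one included, so chance cannot be excluded. The odds ratio was 2.74 (p = 0.0574, same permutation test) without MMTV-PyVT/HdhQ7/Q7 replicate 2, 2.04 (p = 0.105) without MMTV-PyVT/HdhQ111/Q111 replicate 2 and 2.89 (p = 0.0649) without MMTV-PyVT/HdhQ111/Q111 replicate 4. Of 14 measured genes of huntingtin and its binding partners, listed before the data were examined, Htt alone was past the study's thresholds. Hap1, a partner in vesicle transport, had a log2 fold change of -0.32 (standard error 0.13, adjusted p = 0.616) and Casp6, a protease that cleaves huntingtin, one of 0.21 (standard error 0.10, adjusted p = 0.644). The median log2 fold change of the list was -0.05 (limma's camera, adjusted p = 0.0275, and adjusted p = 0.208 with an estimated correlation). The adjusted p was 0.0528 with a replicate block, 0.0521 without MMTV-PyVT/HdhQ7/Q7 replicate 2, 0.0601 without its replicate 4 and 0.100 without MMTV-PyVT/HdhQ111/Q111 replicate 4. Adjusted over the list alone, 1 gene was lower and 0 higher.

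**Figure D1:**
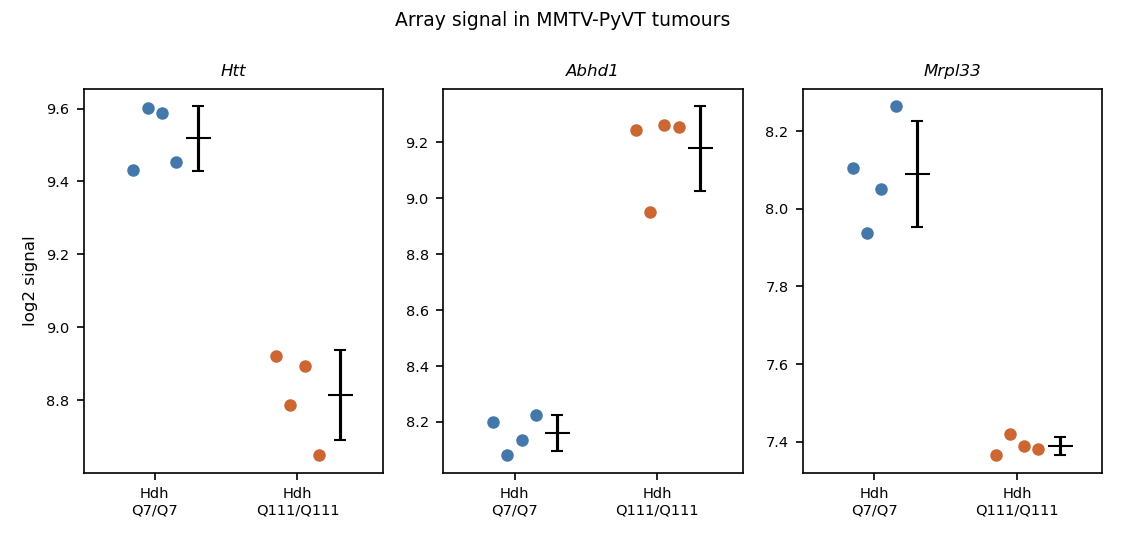
Log2 array signal of Htt and of its neighbours Abhd1 and Mrpl33 in each of the 4 MMTV-PyVT/HdhQ7/Q7 and 4 MMTV-PyVT/HdhQ111/Q111 tumours, with a separate scale for each gene. Points are tumours and bars give mean and SD. The Htt signal lies between 8.65 and 8.92 in all MMTV-PyVT/HdhQ111/Q111 tumours, below the 9.43 to 9.60 of the MMTV-PyVT/HdhQ7/Q7 tumours.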

Analysis of the levels of huntingtin transcripts by quantitative real-time RT-PCR in MMTV-PyVT/*Hdh*^*Q7/Q7*^ and MMTV-PyVT/*Hdh*^*Q111/Q111*^ breast tumours confirmed this observation (Fig 2E). Furthermore, the decreased levels of mutant huntingtin transcripts were accompanied by a decrease of mutant huntingtin protein levels as compared to the wild-type situation (Supporting Information Fig S4A), suggesting that concomitantly to the presence of the abnormal polyQ-huntingtin, reduced levels of the wild-type protein could also participate in the increased tumourigenesis in HD.

We then performed unsupervised analysis and pathway enrichment studies using all Gene Ontology (GO) terms (Supporting Information Table S2). The GO terms immune response (GO:0006955), adhesion (GO:0022610; GO:0007155), extracellular matrix organization (GO:0030198) and locomotion (GO:0040011) appeared dysregulated with *p*-values smaller than 10^−4^. All of these pathways are known to participate in tumour progression. 

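Genes that encode the fibres and proteoglycans of the extracellular matrix were higher in MMTV-PyVT/HdhQ111/Q111 tumours by limma's camera, and genes induced by interferon were lower. Neither call held with an estimated correlation (camera, adjusted p = 0.208 and adjusted p = 0.217), and the interferon list overlapped between the genotypes. Of 51 measured genes of matrix structure, 48 were higher, 15 of them past the study's thresholds, and none was lower past them (22 higher when adjusted over the list alone). Dcn, the collagen-binding proteoglycan decorin, was 2.01-fold higher (standard error 0.21 on the log2 scale, adjusted p = 0.370 from limma) and Lamc1, the laminin gamma 1 chain, 1.28-fold higher (standard error 0.07, adjusted p = 0.364). The median log2 fold change of the list was 0.39 (limma's camera, adjusted p = 7.55e-16 over 32 lists, and adjusted p = 0.208 with an estimated correlation). The study drew 14 of its genes in Fig 2 because they differed between these tumours. All members past the study's thresholds except Mfap4, Eln and Col14a1 are among these 14, which are not independent evidence. Without them the median was 0.26 (camera without an estimated correlation, adjusted p = 3.01e-07). That p is not independent evidence either, since the genes left were measured in the same tumours. Members of the whole list moved together there, with an estimated correlation of 0.26. Camera of this kind also called up to 15 lists in other splits of the tumours. Markers of fibroblasts outside the matrix were higher as well, with a median of 0.26 (camera, adjusted p = 3.78e-06, and adjusted p = 0.208 with an estimated correlation). So were adipocyte markers, with a median of 1.35 (camera, adjusted p = 3.33e-06, and adjusted p = 0.442 with an estimated correlation), though their genotypes overlapped. Endothelial markers were not, with a median of -0.01 (camera, adjusted p = 0.772).

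All 26 measured interferon-response genes were lower, 10 of them past the study's thresholds (4 lower when adjusted over the list alone). Irf7, the transcription factor that amplifies type I interferon, was 2.21-fold lower (standard error 0.31 on the log2 scale, adjusted p = 0.495) and Trim25, a ubiquitin ligase of the RNA-sensing pathway, 1.26-fold lower (standard error 0.09, adjusted p = 0.495). The median log2 fold change was -0.59 (camera, adjusted p = 1.32e-17, and adjusted p = 0.217 with an estimated correlation), and the mean of the list overlapped between the genotypes (two-sided exact permutation test, p = 0.0857). Chemokine and cytokine genes had a median of 0.03 (camera, adjusted p = 0.772), which was -0.04 with arrays centred on their medians and -0.01 without MMTV-PyVT/HdhQ7/Q7 replicate 2. Of the 41 measured, 3 were past the study's thresholds and higher, among them Ccl8, which attracts monocytes (2.74-fold). None passed when adjusted over the list alone, and the study drew 4 of this list in Fig 2, among them the 3 past the study's thresholds. Il18, a cytokine of the inflammasome, had a log2 fold change of 0.17. Of 22 markers of T and NK cells, 17 were lower, none past the study's thresholds, with a median of -0.08 (camera, adjusted p = 8.31e-05, and adjusted p = 0.208 with an estimated correlation), and their mean overlapped between the genotypes (two-sided exact permutation test, p = 0.0571). Cd8a, the co-receptor of cytotoxic T cells, had a log2 fold change of -0.44 and Cd3g, a chain of the T cell receptor complex, one of -0.40. Of 27 markers of macrophages and dendritic cells, 20 were higher, 2 past the study's thresholds, with a median of 0.18 (camera, adjusted p = 0.00122, and adjusted p = 0.208 with an estimated correlation), or 0.12 without MMTV-PyVT/HdhQ111/Q111 replicate 4. The macrophage marker Adgre1 had a log2 fold change of 0.41 and Tyrobp, a signalling adaptor of myeloid cells, one of 0.38. Adjusted over each list alone, 0 T and NK cell markers and 2 macrophage markers passed.

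Cell adhesion receptors, such as integrins and cadherins, had a median of 0.03 (camera, adjusted p = 0.662), which was -0.04 with arrays centred on their medians, -0.01 after quantile normalization and -0.00 without MMTV-PyVT/HdhQ7/Q7 replicate 4. None of 51 was past the study's thresholds or passed when adjusted over the list alone, and the study drew 1 of them in Fig 2. The integrin genes Itga2 and Itgb2 had log2 fold changes of -0.33 and 0.21. Of 68 genes of the actin cytoskeleton and motility, 4 were past the study's thresholds and higher, 0 when adjusted over the list alone, and the study drew 5 in Fig 2. All those past the study's thresholds except Mylk are among the genes drawn. The integrin activator gene Fermt1 had a log2 fold change of 0.46 and the focal adhesion gene Parvb one of 0.22. The median of this list was 0.04 (camera, adjusted p = 0.0799), or -0.03 with arrays centred on their medians, and it passed without MMTV-PyVT/HdhQ7/Q7 replicate 1 (adjusted p = 0.0157) or 3 (adjusted p = 0.0132), and without MMTV-PyVT/HdhQ111/Q111 replicate 1 (adjusted p = 0.0144) or 3 (adjusted p = 0.0356).

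**Figure D2:**
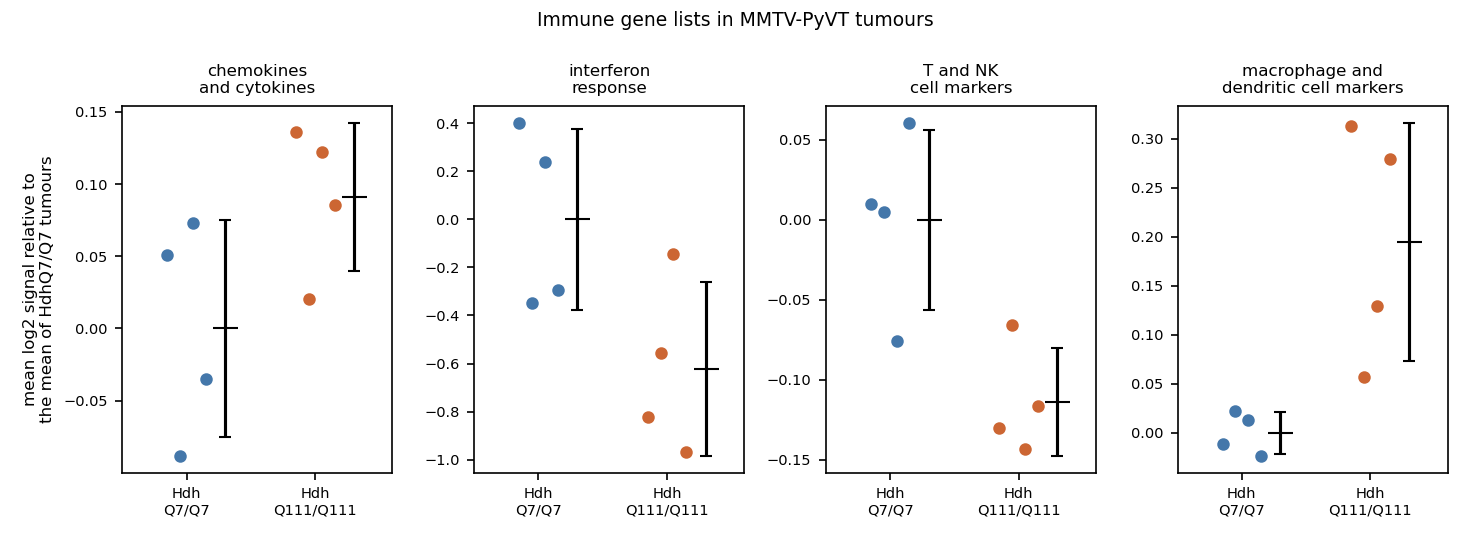
Mean log2 signal of the genes of 4 immune lists in each tumour, relative to the mean of the MMTV-PyVT/HdhQ7/Q7 tumours, with a separate scale for each list. Points are tumours (n = 4 per genotype) and bars give mean and SD. The interferon list lies at -0.62 ± 0.36 in MMTV-PyVT/HdhQ111/Q111 tumours, against an SD of 0.38 around 0 in MMTV-PyVT/HdhQ7/Q7 tumours.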

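Genes of the cell cycle and DNA replication were higher on average in MMTV-PyVT/HdhQ111/Q111 tumours, most in replicates 3 and 4, a call of limma's camera lost with an estimated correlation (adjusted p = 0.441), and genes of apoptosis showed no common direction. Of 55 measured cell cycle genes, 54 were higher, and Ccnd2 alone was past the study's thresholds. The median log2 fold change was 0.38 (limma's camera, adjusted p = 6.89e-14, and adjusted p = 0.441 with an estimated correlation). Members moved together from tumour to tumour, with an estimated correlation of 0.733. The mean of the list was 0.36 ± 0.34 (SD, n = 4) above that of the MMTV-PyVT/HdhQ7/Q7 tumours, which spread by 0.20 (SD, n = 4), and the genotypes were not separated (two-sided exact permutation test, p = 0.257). In MMTV-PyVT/HdhQ111/Q111 replicates 3 and 4 it was 0.71 and 0.60, while replicates 1 and 2, at 0.05 and 0.08, lay within the range of the MMTV-PyVT/HdhQ7/Q7 tumours, -0.30 to 0.13. Without MMTV-PyVT/HdhQ111/Q111 replicate 3 the median was 0.25. Skeletal muscle markers stood at 1.90 and 2.03 in the same replicates 3 and 4, and at -0.63 and -0.70 in replicates 1 and 2. Replicates 3 and 4 also had the highest array medians, 7.74 and 7.68, and the highest values on the first principal component, 27.5 and 27.0. The gene of cyclin A2, Ccna2, had a log2 fold change of 0.48 (standard error 0.19, adjusted p = 0.610 from limma). None passed when adjusted over the list alone, and the study drew 2 members in Fig 2. Of 42 measured apoptosis genes, 21 were higher and 21 lower, and none was past the study's thresholds or passed when adjusted over the list alone. Their median was 0.00, while the mean was -0.00 and the test pointed down (camera, adjusted p = 0.668). The median was -0.06 with arrays centred on their medians, -0.03 after quantile normalization and -0.01 without MMTV-PyVT/HdhQ7/Q7 replicate 3. The pro-apoptotic gene Pmaip1 had a log2 fold change of -0.26 (standard error 0.07) and the death ligand gene Tnfsf10 -0.31 (standard error 0.12), while Perp, a target of p53, had one of 0.27 (standard error 0.10).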

In agreement with the earlier appearance of the tumours expressing mutant huntingtin as compared to the one expressing wild-type huntingtin, the biological processes of several GO categories related to cell death, apoptosis and proliferation were also affected (*p*-values smaller than 5 × 10^−2^). We confirmed these observations using hierarchical clustering and found changes in the levels of 67 mRNAs from genes associated with such functions as extracellular matrix remodelling, cytoskeleton organization and cellular death and proliferation (Fig 2B–D).

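Of the 67 genes drawn in Fig 2B–D, 60 have a probe set with their symbol alone, and all 60 had the direction drawn there. In MMTV-PyVT/HdhQ111/Q111 tumours, 37 of them were higher and 6 lower past the study's thresholds, and 17 were not past them. The genes were chosen by the study on these tumours, so the count is not independent evidence of their direction. Sparc, which encodes a collagen-binding matrix protein, was 1.64-fold higher (standard error 0.13 on the log2 scale, adjusted p = 0.311 from limma), with MMTV-PyVT/HdhQ7/Q7 replicate 3 at a log2 signal of 12.04 and the other 3 of that genotype between 11.47 and 11.56. Pcolce2, an enhancer of collagen processing, was 2.28-fold higher (standard error 0.21, adjusted p = 0.311) and Pdgfra, a growth factor receptor of fibroblasts, 1.78-fold higher (standard error 0.15, adjusted p = 0.311). Of the genes drawn, Serpinf1 alone passed at an adjusted p under 0.05. In panel B, 31 of 37 measured genes were past the study's thresholds, in panel C 18 of 29 and in panel D 16 of 24, with some genes drawn in more than 1 panel. The legend names panel C as cytoskeleton genes and panel D as proliferation and cell death genes. By the number of genes drawn it is the reverse, with panel C (32) the proliferation and cell death group of panel A, and panel D (27) its cytoskeleton group. The median log2 fold change of the 60 genes was 0.69.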

Thus the genetic signature of tumours expressing polyQ-huntingtin may correlate with their earlier appearance as compared to the one of tumours expressing wild-type huntingtin. Futhermore, this signature of overexpressed invasion and metastasis genes suggests enhanced aggressiveness of HD tumours.

### PolyQ-huntingtin increases EMT and pulmonary metastasis

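Mmp2, which encodes the gelatinase that degrades basement membrane collagen, was 1.65-fold higher in MMTV-PyVT/HdhQ111/Q111 tumours, and with Mmp3 it belonged to the higher part of the matrix remodelling genes. Mesenchymal markers were higher as a list by limma's camera, a call lost with an estimated correlation (adjusted p = 0.208), and transcription factors of EMT and genes of epithelial junctions did not pass camera. Transcript cluster 6978229 of Mmp2 had a log2 signal of 10.31 ± 0.31 (SD, n = 4) against 9.59 ± 0.14 (SD, n = 4), a log2 fold change of 0.72 (standard error 0.16, adjusted p = 0.370 from limma). Transcript cluster 6986725 of Mmp3 had one of 6.81 ± 0.45 (SD, n = 4) against 5.59 ± 0.52 (SD, n = 4), a log2 fold change of 1.22 (standard error 0.29, adjusted p = 0.419). For both genes the genotypes did not overlap (two-sided exact permutation test, p = 0.0286). Both are drawn in Fig 2 from the same arrays, so that p is not independent evidence. Of 51 measured matrix remodelling enzymes, 8 were past the study's thresholds, all higher (4 when adjusted over the list alone), with a median log2 fold change of 0.09 (limma's camera, adjusted p = 7.59e-04, and adjusted p = 0.312 with an estimated correlation). The study drew 8 of the list in Fig 2, which is not independent evidence, and without these the median was 0.02 (adjusted p = 0.217). All members past the study's thresholds except Timp1 are among the genes drawn. Of 34 mesenchymal markers, 30 were higher, 6 of them past the study's thresholds (7 when adjusted over the list alone), with a median of 0.26 (camera, adjusted p = 2.56e-08, and adjusted p = 0.208 with an estimated correlation). The study drew 7 of these in Fig 2, among them all 6 past the study's thresholds. Sparc and Col3a1 also belong to the list of matrix structure, and Mmp2 and Mmp3 to that of matrix remodelling. Without the 7 genes drawn the median was 0.22 (camera without an estimated correlation, adjusted p = 8.55e-04). The genes left were measured in the same tumours, so that p is not independent evidence for the list. Fibroblast markers outside the matrix, which share genes such as Pdgfra with this list, had a mean of 0.36 ± 0.19 (SD, n = 4) above the MMTV-PyVT/HdhQ7/Q7 tumours, which spread by 0.03 (SD, n = 4).

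Of 12 EMT transcription factors, none was past the study's thresholds and none passed when adjusted over the list alone. Zeb1 and Zeb2, repressors of E-cadherin, had log2 fold changes of 0.24 (standard error 0.08) and 0.39 (standard error 0.16). The median of the list was 0.08 (camera, adjusted p = 0.211), and it passed without the dimmest 40% of probe sets (median 0.24, adjusted p = 0.0489). The mean of the list did not overlap between the genotypes, from -0.05 to 0.03 in MMTV-PyVT/HdhQ7/Q7 and from 0.09 to 0.17 in MMTV-PyVT/HdhQ111/Q111 tumours (two-sided exact permutation test, p = 0.0286, adjusted p = 0.114 over the lists). Of 39 genes of epithelial junctions and keratins, none was past the study's thresholds or passed when adjusted over the list alone. The tight junction gene Cldn1 had a log2 fold change of -0.48 (standard error 0.12) and the polarity gene Pard3 one of 0.12 (standard error 0.06). The median of this list was -0.02 (camera, adjusted p = 0.211), and it passed as lower without the dimmest 40% of probe sets (median -0.02, adjusted p = 0.0372) and without MMTV-PyVT/HdhQ7/Q7 replicate 2 (median -0.06, adjusted p = 0.00609). From the changed mRNAs of the functions drawn in Fig 2B–D, the paper proposes that the signature of these tumours may go with their earlier appearance and, through overexpressed invasion and metastasis genes, with greater aggressiveness.

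**Figure D3:**
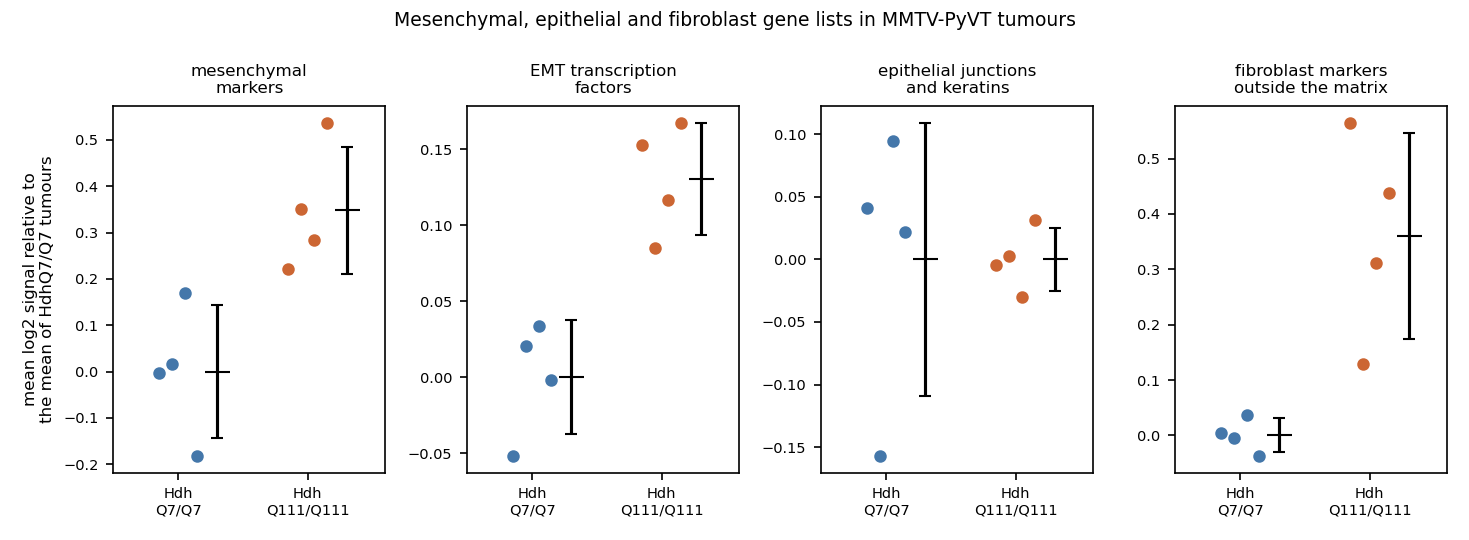
Mean log2 signal of the genes of 4 lists in each tumour, relative to the mean of the MMTV-PyVT/HdhQ7/Q7 tumours, with a separate scale for each list. Points are tumours (n = 4 per genotype) and bars give mean and SD. Mesenchymal markers lie at 0.35 ± 0.14 and fibroblast markers at 0.36 ± 0.19 in MMTV-PyVT/HdhQ111/Q111 tumours, and the epithelial list has an SD of 0.11 in MMTV-PyVT/HdhQ7/Q7 and 0.03 in MMTV-PyVT/HdhQ111/Q111 tumours.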

Microarray data revealed that mesenchymal-associated genes and genes encoding extracellular matrix ECM remodelling proteins associated with EMT were up-regulated in the polyQ-huntingtin-expressing tumours as compared to control tumours, including the genes MMP2 (FC = 1.66; *p*-value = 3.92 × 10^−3^) and MMP3 (FC = 2.47; *p*-value = 1.58 × 10^−2^; Supporting Information Table S1). We also compared our microarray data to a multi-cancer stage-associated gene expression signature enriched in EMT markers (Cheng et al, 2012; Kim et al, 2010). 

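Genes of the stroma at invasive tumour fronts were higher in MMTV-PyVT/HdhQ111/Q111 tumours by limma's camera, a call lost with an estimated correlation (adjusted p = 0.208). A list of such genes was fixed for this comparison without the published signature, whose genes in Supporting Information Table S3 were not used here. Of its 48 measured genes, 43 were higher, 9 of them past the study's thresholds, and none was lower past them (8 higher when adjusted over the list alone). The list shares many genes with those of matrix structure, matrix remodelling and mesenchymal markers, so it is not a separate result. Of its genes past the study's thresholds, Serpinf1 and Itgbl1 alone are in none of those lists. Serpinf1 was the gene of this list that rose at an adjusted p under 0.05 over all probe sets. The median log2 fold change was 0.30 (limma's camera, adjusted p = 2.94e-11, and adjusted p = 0.208 with an estimated correlation). The study drew 9 of its genes in Fig 2 because they differed between these tumours, which is not independent evidence. All members past the study's thresholds except Itgbl1 are among the genes drawn. Without them the median was 0.25 (camera without an estimated correlation, adjusted p = 1.59e-05). The genes left were measured in the same tumours, so that p is not independent evidence for the list either. Its members Sparc and Dcn are matrix proteins that fibroblasts make, and 20 of 24 measured fibroblast markers outside the matrix were higher too, 6 of them past the study's thresholds (4 when adjusted over the list alone, 5 drawn in Fig 2). Among these, Pdgfrb, a growth factor receptor of fibroblasts and pericytes, was 1.28-fold higher and Dpep1, a dipeptidase, 1.94-fold higher. Of the 6 fibroblast markers past the study's thresholds, all but Fgf10 and Dpt are drawn in Fig 2.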

Among the 64 genes corresponding to the top 100 probe sets of the signature, we found 31% of them to be significantly upregulated in HD conditions (Supporting Information Table S3). This suggested that EMT could be accelerated in HD during tumour progression.

To test this hypothesis, we analysed primary tumour sections by immunohistochemistry (Fig 3A). Lowered levels of the cell–cell adhesion proteins E-cadherin and β-catenin were observed in the MMTV-PyVT/*Hdh*^*Q111/Q111*^ tumours, while the mesenchymal marker α-smooth muscle actin (α-SMA) was increased. We then analysed extracts from MMTV-PyVT/*Hdh*^*Q7/Q7*^ and MMTV-PyVT/*Hdh*^*Q111/Q111*^ tumours by immunoblotting (Fig 3B). The MMTV-PyVT/*Hdh*^*Q111/Q111*^ tumours had lower levels of the tight junction protein zonula occludens 1 (ZO1), E-cadherin and β-catenin, and an increased level of the mesenchymal marker vimentin compared to MMTV-PyVT/*Hdh*^*Q7/Q7*^ tumours. Similarly, E-cadherin, β-catenin and vimentin levels were affected in MMTV-ErbB2/*Hdh*^*Q111/Q111*^ tumours as compared to MMTV-ErbB2/*Hdh*^*Q7/Q7*^ tumours (Supporting Information Fig S2C). We next derived primary tumour cells from the MMTV-PyVT/*Hdh*^*Q7/Q7*^ and MMTV-PyVT/*Hdh*^*Q111/Q111*^ tumours (PyVT/*Hdh*^*Q7/Q7*^ and PyVT/*Hdh*^*Q111/Q111*^, respectively). Doubling-time measurements showed no significant difference between wild-type (PyVT/*Hdh*^*Q7/Q7*^) and polyQ-huntingtin-expressing cells (PyVT/*Hdh*^*Q111/Q111*^) (12.38 ± 0.25 h and 12.65 ± 0.22 h, respectively, PLSD Fisher test *p*-value = 0.4357). However, further confirming the microarray data, polyQ-huntingtin expression led to a mesenchymal-like phenotype in the PyVT/*Hdh*^*Q111/Q111*^ cells, which became scattered and elongated compared to phenotype of the PyVT/*Hdh*^*Q7/Q7*^ cells (Fig 3C). Also, the observations done on tumours with respect to the levels of ZO1, E-cadherin, β-catenin and vimentin were confirmed in an immunoblot analysis of extracts from PyVT/*Hdh*^*Q7/Q7*^ and PyVT/*Hdh*^*Q111/Q111*^ tumour cells (Fig 3D). Immunostaining confirmed that E-cadherin and β-catenin production were substantially lower in polyQ-huntingtin-expressing cells (Fig 3E). Furthermore, β-catenin exhibited membrane localization in PyVT/*Hdh*^*Q7/Q7*^ cells and diffuse cytoplasmic localization in PyVT/*Hdh*^*Q111/Q111*^ cells, which is consistent with decreased cellular adhesion. In summary, mutant huntingtin expression in primary tumour tissue and in tumour-derived cells affects the levels of known cell adhesion markers and mesenchymal markers. Furthermore, when mutant huntingtin is expressed, tumour cells in culture adopt an altered morphology resembling a mesenchymal phenotype.

**Figure 3:**
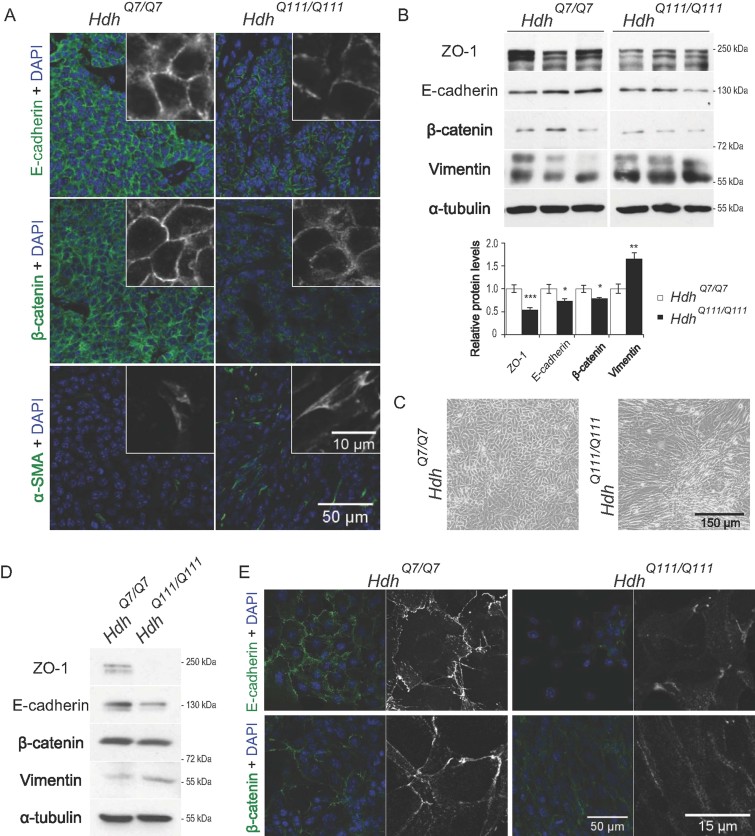
PolyQ-huntingtin accelerates EMT Immunostaining of sections from MMTV-PyVT/*Hdh*^*Q7/Q7*^ (*Hdh*^*Q7/Q7*^) and MMTV-PyVT/*Hdh*^*Q111/Q111*^ (*Hdh*^*Q111/Q111*^) tumours (originating from the 3rd mammary gland, 14 weeks) for endogenous E-cadherin, β-catenin and α-SMA.Immunoblotting of total extracts from MMTV-PyVT/*Hdh*^*Q7/Q7*^ and MMTV-PyVT/*Hdh*^*Q111/Q111*^ tumours (originating from the 3rd mammary gland, 14 weeks, *n* = 6 tumours per genotype, two independent immunoblotting) for the presence of ZO-1, E-cadherin, β-catenin, vimentin and α-tubulin. ZO-1: ***p-value = 0.0007; E-cadherin: *p-value = 0.0295; β-catenin: *p-value = 0.0238; vimentin: **p-value = 0.0039.Differential interfering contrast images of cells from MMTV-PyVT/*Hdh*^*Q7/Q7*^ and MMTV-PyVT/*Hdh*^*Q111/Q111*^ dissociated tumours.Immunoblotting of extracts from PyVT/*Hdh*^*Q7/Q7*^ and PyVT/*Hdh*^*Q111/Q111*^ cells as in (**B**).PyVT/*Hdh*^*Q7/Q7*^ and PyVT/*Hdh*^*Q111/Q111*^ cells are immunostained for endogenous E-cadherin and β-catenin.

We then tested whether mutant huntingtin played a role in cell motility, which is a functional marker of EMT. We performed random cell migration assays with PyVT/*Hdh*^*Q7/Q7*^ and PyVT*/Hdh*^*Q111/Q111*^ primary tumour cells (Fig 4A). Cells expressing polyQ-huntingtin moved faster than the corresponding control cells. We also assessed the directed cell migration capacity of the two cell types using Boyden chamber assays, in which PyVT/*Hdh*^*Q111/Q111*^ cells transmigrated faster in response to serum than the PyVT/*Hdh*^*Q7/Q7*^ cells (Fig 4B). To compare the invasiveness of PyVT/*Hdh*^*Q7/Q7*^ and PyVT/*Hdh*^*Q111/Q111*^ cells, we used Boyden chambers containing a layer of ECM proteins on top of the membrane (Fig 4C) and found that PyVT/*Hdh*^*Q111/Q111*^ cells were more invasive than PyVT/*Hdh*^*Q7/Q7*^ cells. Finally, we assessed cell viability in suspension cultures. PyVT/*Hdh*^*Q111/Q111*^ suspension cultures contained more live cells than PyVT/*Hdh*^*Q7/Q7*^ suspension cultures as measured by annexin V and propidium iodide (PI) staining and flow cytometric analysis (Fig 4D). In contrast, the percentage of apoptotic and dead cells were lower in the cells that expressed polyQ-huntingtin. Taken together these results show that polyQ-huntingtin expression in cancer cells is associated with enhanced migratory and invasive behaviours, and an elevated resistance to anoikis.

**Figure 4:**
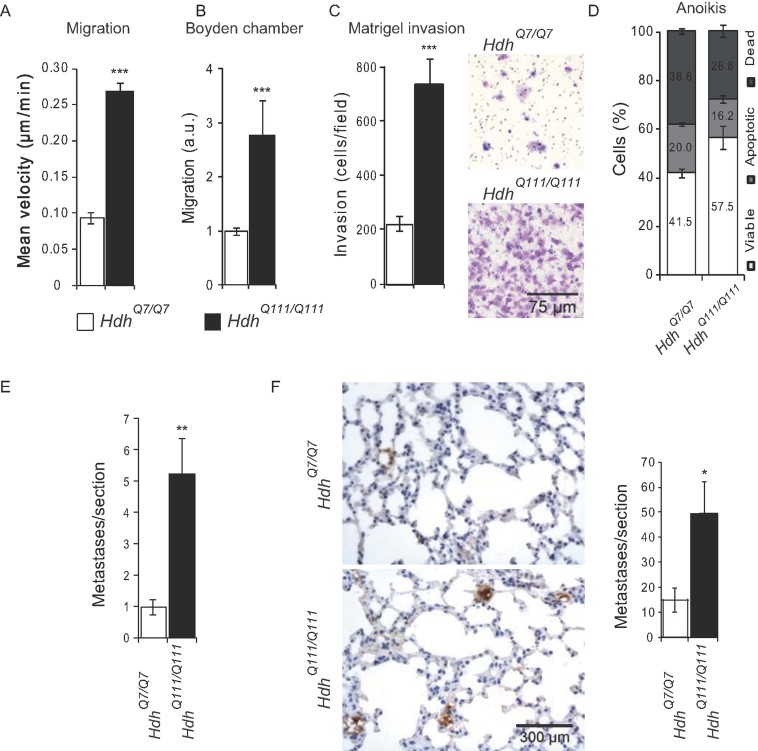
PolyQ-huntingtin promotes mammary cancer cell motility, resistance to cell death and distal metastases in the lung Random migration assays of PyVT/*Hdh*^*Q7/Q7*^ (*Hdh*^*Q7/Q7*^*)* or PyVT/*Hdh*^*Q111/Q111*^ (*Hdh*^*Q111/Q111*^) cells (3 independent primary cultures; at least 100 cells recorded). ***p-value < 0.0001.Boyden chambers assays for PyVT/*Hdh*^*Q7/Q7*^ and PyVT/*Hdh*^*Q111/Q111*^ cells (at least four independent primary cultures in duplicate per genotype). ***p-value < 0.0001.Boyden chambers with matrigel invasion assays for PyVT/*Hdh*^*Q7/Q7*^ and PyVT/*Hdh*^*Q111/Q111*^ cells (at least seven independent primary cultures in duplicate per genotype). Representative micrographs of invasion filter membranes after violet staining (*t* = 48 h) are shown. ***p-value < 0.0001.PyVT/*Hdh*^*Q7/Q7*^ and PyVT/*Hdh*^*Q111/Q111*^ cells were cultured in suspension, stained for annexin V and propidium iodide, and analysed by a flow cytometry analysis (four independent experiment, at least four independent primary cultures per genotype). Live, apoptotic and dead cell populations are quantified (live cells, *p*-value = 0.0099; apoptotic cells, *p*-value = 0.0835; dead cells, *p*-value = 0.0169).Lungs from 12 weeks MMTV-PyVT/*Hdh*^*Q7/Q7*^ and MMTV-PyVT/*Hdh*^*Q111/Q111*^ mice are immunostained with anti-PyVT antibodies. The mean number of metastatic lesions per section is shown (*n* = 5 lungs per genotype; **p-value = 0.0060).Lungs from mice grafted with MMTV-PyVT/*Hdh*^*Q7/Q7*^ and MMTV-PyVT/*Hdh*^*Q111/Q111*^ tumours immunostained with anti-PyVT antibodies. The mean number of metastatic lesions per section is shown (MMTV-PyVT/*Hdh*^*Q7/Q7*^: *n* = 5 lungs; MMTV-PyVT/*Hdh*^*Q111/Q111*^; *n* = 4 lungs; *p-value = 0.0266). A second experiment gave similar results.

We then assessed whether EMT acceleration in polyQ-huntingtin expressing cells could influence metastasis by analysing lung metastasis in MMTV-PyVT/*Hdh*^*Q7/Q7*^ and MMTV-PyVT/*Hdh*^*Q111/Q111*^ mice (Fig 4E). In the HD context, metastasis was increased as compared to the wild-type situation. To exclude the possible effect of differential primary tumour growth on the lung metastasis analysis, we also grafted primary solid-tumour isolates from MMTV-PyVT/*Hdh*^*Q7/Q7*^ and MMTV-PyVT/*Hdh*^*Q111/Q111*^ mice into immunodeficient mice (Fig 4F). We found expression of polyQ-huntingtin in the engrafted tumour to increase the incidence of lung metastases as revealed by immunostaining of lung sections with an antibody directed against PyVT. Lung metastases were also more prevalent in immunodeficient mice engrafted with MMTV-ErbB2/*Hdh*^*Q111/Q111*^ tumours as compared to MMTV-ErbB2/*Hdh*^*Q7/Q7*^ tumours (Supporting Information Fig S2D). Thus, expression of polyQ-huntingtin in tumour cells leads to EMT and increased tumour metastasis.

### PolyQ-huntingtin leads to membrane accumulation of epidermal growth factor receptor ErbB2/HER2

How does mutant huntingtin enhance tumour aggressiveness? One possible molecular mechanism underlying the progression from normal breast epithelia to invasive cancer cells involves the accumulation of ErbB receptors (Roepstorff et al, 2008). We evaluated the levels of ErbB2 (rat neu or human HER2) in MMTV-PyVT/*Hdh*^*Q7/Q7*^ and MMTV-PyVT/*Hdh*^*Q111/Q111*^ tumours by immunohistochemistry and found a marked increase of ErbB2 in polyQ-expressing tumours as compared to the control tumours (Fig 5A, left panels). The increase was specifically observed at the plasma membrane as revealed by linescan analysis (Fig 5A, right). Furthermore, it was confirmed by immunoblotting and corresponding quantification (Fig 5B). In heterozygous MMTV-PyVT/*Hdh*^*Q7/Q111*^ mice, the accumulation of ErbB2 was intermediate (Supporting Information Fig S4B). We then analysed the levels of total and activated Akt – a well described downstream target of ErbB2 – in control and polyQ-huntingtin tumours. We observed a statistically significant activation of this pathway as detected by the increase in the ratio of the active *versus* the total level of Akt in MMTV-PyVT/*Hdh*^*Q111/Q111*^ compared to MMTV-PyVT/*Hdh*^*Q7/Q7*^ tumours (Fig 5B). Thus polyQ-huntingtin leads to ErbB2 accumulation and Akt activation.

**Figure 5:**
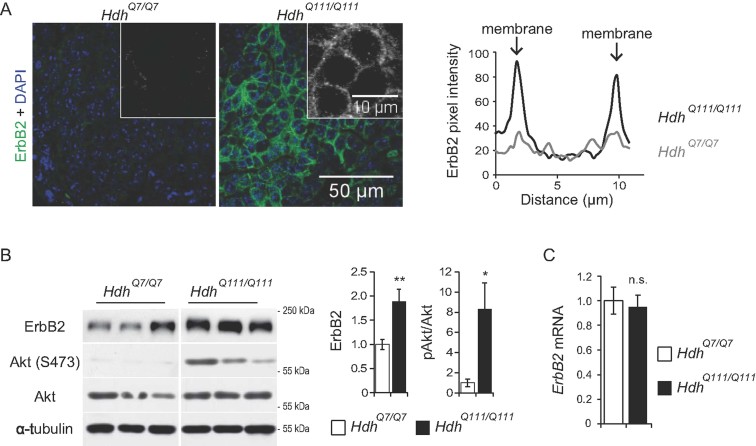
PolyQ-huntingtin promotes membrane ErbB2/HER2 accumulation and sustained signalling Immunostaining of sections from MMTV-PyVT/*Hdh*^*Q7/Q7*^ (*Hdh*^*Q7/Q7*^) and MMTV-PyVT/*Hdh*^*Q111/Q111*^ (*Hdh*^*Q111/Q111*^) tumours (originating from the 3rd mammary gland, 14 weeks) for the presence of ErbB2. Representative linescan analysis of the distribution of ErbB2 in wild-type and polyQ-huntingtin expressing cells within the tumour sections are shown.Immunoblotting of total extracts from MMTV-PyVT/*Hdh*^*Q7/Q7*^ and MMTV-PyVT/*Hdh*^*Q111/Q111*^ tumours (originating from the 3rd mammary gland, 14 weeks) for ErbB2, phosphorylated Akt at serine 473 (Akt(S473)), total Akt and α-tubulin (at least *n* = 5 tumours per genotype, two independent immunoblotting; ErbB2/tubulin: **p-value = 0.0057; Akt(S473)/Akt: *p-value = 0.0328).mRNA levels of ErbB2 in MMTV-PyVT/*Hdh*^*Q7/Q7*^ (*n* = 4) and MMTV-PyVT/*Hdh*^*Q111/Q111*^ (*n* = 3) tumours as determined by quantitative PCR analysis (*p*-value = 0.7441; n.s., not significant).

Our microarray data revealed no obvious difference in ErbB2 mRNA levels in wild-type *versus* polyQ-huntingtin mammary tumours (FC = −1.19; *p*-value = 8.57 × 10^−2^). 

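Erbb2, which encodes the receptor tyrosine kinase HER2, was 1.19-fold lower in MMTV-PyVT/HdhQ111/Q111 tumours, which is not past the study's fold threshold. Its transcript cluster, 6784005, had a log2 signal of 9.91 ± 0.12 (SD, n = 4) against 10.16 ± 0.18 (SD, n = 4) in MMTV-PyVT/HdhQ7/Q7 tumours, a log2 fold change of -0.25 (standard error 0.11, adjusted p = 0.630 from limma). The 95% confidence interval ran from -0.49 to -0.0048 and so left out 0, and the genotypes overlapped (two-sided exact permutation test, p = 0.0857). Of 26 measured genes of ErbB receptors, their ligands and downstream signalling, 12 were higher and 14 lower, and none was past the study's thresholds or passed when adjusted over the list alone. Their median log2 fold change was -0.03 (limma's camera, adjusted p = 0.741), with 0.02 without MMTV-PyVT/HdhQ7/Q7 replicate 3 and 0.04 without MMTV-PyVT/HdhQ111/Q111 replicate 2.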

Further analysis of the levels of ErbB2 transcripts by quantitative real-time RT-PCR in MMTV-PyVT/*Hdh*^*Q7/Q7*^ and MMTV-PyVT/*Hdh*^*Q111/Q111*^ breast tumours confirmed this observation (Fig 5C). Thus, it appears that ErbB2 accumulates at the membrane and the accumulation occurs at the posttranscriptional level.

### PolyQ-huntingtin interferes with HER2/ErbB2 dynamin dependent endocytosis

Huntingtin is involved in intracellular trafficking and endocytosis, and polyQ-huntingtin impairs these functions (Caviston et al, 2007; Gauthier et al, 2004; Velier et al, 1998). Given the increase in ErbB2 at the plasma membrane in the presence of polyQ-huntingtin, we wondered whether polyQ-huntingtin would influence ErbB2 internalization. We induced ErbB2 internalization by inhibiting the specific regulator of ErbB2 stability Hsp90, using Geldanamycin (Citri et al, 2004). To address this question, we used as a model system the human SKBr3 breast cancer cell line, which as it was derived from a HER2-positive tumour, expresses high levels of HER2 (Fig 6A). In these cells, HER2 is mainly localized at the plasma membrane. We transfected SKBr3 cells with full-length wild-type (pARIS-mCherry-httQ23, Htt Q23) and polyQ-huntingtin (pARIS-mCherry-httQ100, Htt Q100; Pardo et al, 2010). Upon Geldanamycin treatment of SKBr3 cells, the staining of HER2 at the plasma membrane was markedly lower in cells expressing exogenous huntingtin of normal CAG length (Fig 6A; upper panel, star) and in non-transfected cells (arrowhead). In contrast, the decrease of HER2 staining at the membrane triggered by Geldanamycin treatment was much less efficient in the presence of exogenously expressed polyQ-huntingtin (compare transfected cell – bottom panel, star – with non polyQ-huntingtin transfected cell – arrowhead). We then specifically addressed the effect of mutant huntingtin on internalization by examining levels of HER2 at the cell surface by flow cytometry analysis (Fig 6B). SKBr3 cells expressing wild-type and mutant huntingtin were treated with Geldanamycin and immunostained with an antibody recognizing the extracellular part of HER2 prior to flow cytometry. As expected (Figs 5 and 6A), in the absence of Geldanamycin treatment, HER2 accumulated at the SKBr3 cell surface when mutant huntingtin was expressed as compared with control cells. Upon Geldanamycin treatment, the internalization of HER2 in cells expressing Htt Q23 was greater than in cells expressing Htt Q100 (Fig 6B). These results indicate that polyQ-huntingtin interferes with HER2 internalization.

**Figure 6:**
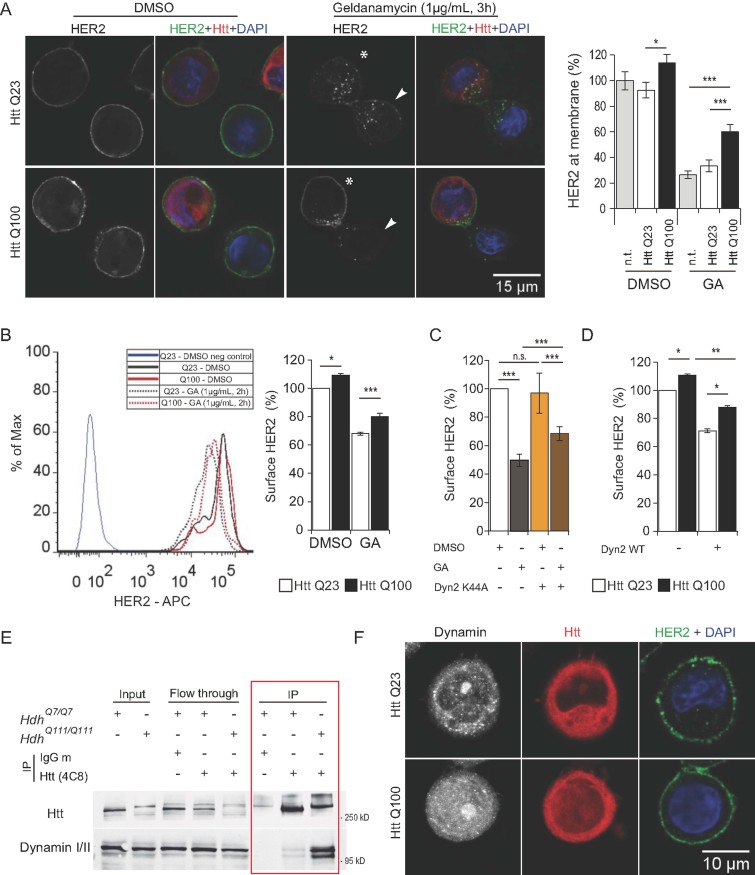
PolyQ-huntingtin inhibits ErbB2/HER2 endocytosis through a dynamin dependent mechanism **A,B.** Human SKBr3 cells are transfected with plasmids encoding full-length wild-type (pARIS-mCherry-httQ23, Htt Q23) and polyQ-huntingtin (pARIS-mCherry-httQ100, Htt Q100) and treated with Geldanamycin (GA) as indicated. n.t.: not transfected. (**A**) Cells are stained for HER2 and huntingtin (Htt). HER2 intensity at the membrane is quantified before and after treatment (at least *n* = 24 cells analysed per condition, three independent experiments). Htt Q23 DMSO *vs.* Htt Q100 DMSO: *p-value = 0.0204; n.t. GA *vs.* Htt Q100 GA: ***p-value < 0.0001; Htt Q23 GA *versus* Htt Q100 GA: ***p-value = 0.0006. (**B**) Cells are fixed, immunostained with the antibody recognizing the extracellular part of HER2 and analysed by flow cytometry. A representative flow cytometry profile is shown (left). The graphs in B, C and D represent mean HER2-APC fluorescence level (surface HER2; three independent experiments, 10,000 cells analysed per condition and experiment). Htt Q23 DMSO *versus* Htt Q100 DMSO: *p-value = 0.0141; Htt Q23 GA *versus* Htt Q100 GA: ***p-value = 0.0009.**C.** SKBr3 cells are transfected with a construct expressing a GTPase-defective mutant K44A dynamin (Dyn2 K44A), treated with Geldanamycin as indicated and analysed by flow cytometry. (Three independent experiments, 10,000 cells analysed per condition and experiment). DMSO *versus* GA, ***p-value < 0.0001; DMSO *versus* Dyn2 K44A DMSO, *p*-value > 0.9999; GA *versus* Dyn2 K44A GA, ***p-value < 0.0001; Dyn2 K44A DMSO *versus* Dyn2 K44A GA, ***p-value = 0.0002. n.s., not significant.**D.** SKBr3 cells are transfected with pARIS-mCherry-httQ23, pARIS-mCherry-httQ100 and a construct encoding wild-type dynamin (Dyn2 WT) and analysed by flow cytometry (three independent experiments, 10,000 cells analysed per condition and experiment). Htt Q23 *versus* Htt Q100, *p-value = 0.0491; Htt Q100 *versus* Htt Q100 + Dyn2 WT, **p-value = 0.0016; Htt Q23 + Dyn2 WT *versus* Htt Q100 + Dyn2 WT, *p-value = 0.0136.**E.** Huntingtin and dynamin interact in a polyQ-dependent manner. Huntingtin immunoprecipitation experiments were performed on cellular extracts from MMTV-PyVT/*Hdh*^*Q7/Q7*^ (*Hdh*^*Q7/Q7*^) and MMTV-PyVT/*Hdh*^*Q111/Q111*^ (*Hdh*^*Q111/Q111*^) tumours. Immunoprecipitation with mouse IgG (IgG m) is used as a control.**F.** SKBr3 cells are transfected with plasmids encoding full-length wild-type (pARIS-mCherry-httQ23) and polyQ-huntingtin (pARIS-mCherry-httQ100) and stained for huntingtin (Htt) and dynamin.

Geldanamycin was reported to induce endocytosis-mediated degradation of ErbB2 through a dynamin-dependent mechanism (Pedersen et al, 2008). Indeed, we confirmed that expressing a GTPase-defective mutant K44A dynamin 2 (Dyn2 K44A) in SKBr3 cells treated with Geldanamycin partially blocked Geldanamicin-induced down-regulation of HER2 from the plasma membrane (Fig 6C). We thus asked whether the effect of mutant huntingtin on HER2 endocytosis could be dynamin-dependent. We co-expressed wild-type dynamin with wild-type or mutant huntingtin in SKBr3 cells and analysed HER2 at the cell surface by flow cytometry (Fig 6D). Dynamin led to the decrease of HER2 at the cell surface and this effect was partially blocked in cells expressing mutant huntingtin, suggesting that the mutant huntingtin blockage of HER2 internalization is dynamin-dependent.

What is the underlying mechanism by which huntingtin interferes with dynamin? Wild-type huntingtin was shown to interact with dynamin by yeast two hybrid (Kaltenbach et al, 2007). We investigated whether huntingtin could interact with dynamin in primary tumours cells and the possible consequence of the abnormal polyQ expansion in mutant huntingtin. We carried out immunoprecipitation experiments with an anti-huntingtin antibody (Fig 6E). Dynamin interacted with endogenous huntingtin and the interaction was greatly enhanced when huntingtin contained an abnormally expanded polyQ stretch. Finally, we analysed the subcellular localization of these proteins by confocal microscopy. In SKBr3 cells expressing wild-type huntingtin, dynamin had a characteristic localization near the plasma membrane (Fig 6F). In the mutant situation, this localization where dynamin is known to act in endocytosis, was lost with dynamin being dispersed throughout the cytoplasm. We conclude that the stronger interaction of mutant huntingtin and dynamin leads to a redistribution of dynamin and a subsequent decreased endocytosis of HER2/ErbB2.

### Trastuzumab inhibits polyQ-huntingtin induced HER2 accumulation and downstream effects

We then aimed to unequivocally address whether HER2 accumulation would explain the more aggressive phenotypes of HD tumours cells as compared to a control situation. For this purpose, we treated PyVT/*Hdh*^*Q7/Q7*^ and PyVT/*Hdh*^*Q111/Q111*^ cells with 20 µg/ml Trastuzumab, a monoclonal antibody targeting HER2/ErbB2. PolyQ-huntingtin led to ErbB2 accumulation in PyVT*/Hdh*^*Q111/Q111*^ primary tumour cells that was inhibited when cells were treated with Trastuzumab (Fig 7A; PyVT/*Hdh*^*Q111/Q111*^ normalized to 100% and PyVT/*Hdh*^*Q111/Q111*^/Trastuzumab: 41% ± 14%, four independent immunoblotting experiments of at least three samples, PLSD Fisher test *p* < 0.05). In particular, immunostainings specifically revealed a decrease of cell surface ErbB2 in PyVT*/Hdh*^*Q111/Q111*^ primary tumour cells upon Trastuzumab treatment (Fig 7B). Furthermore, Trastuzumab treatment was accompanied by an inhibition of ErbB2 triggered signalling in polyQ-huntingtin-expressing tumour cells. Indeed, the overactivation of Akt observed in PyVT/*Hdh*^*Q111/Q111*^ cells was decreased upon Trastuzumab treatment (Fig 7A; PyVT/*Hdh*^*Q111/Q111*^ normalized to 100% and PyVT/*Hdh*^*Q111/Q111*^/Trastuzumab: 79% ± 6%, four independent immunoblotting experiments of at least three samples, PLSD Fisher test *p* < 0.05).

**Figure 7:**
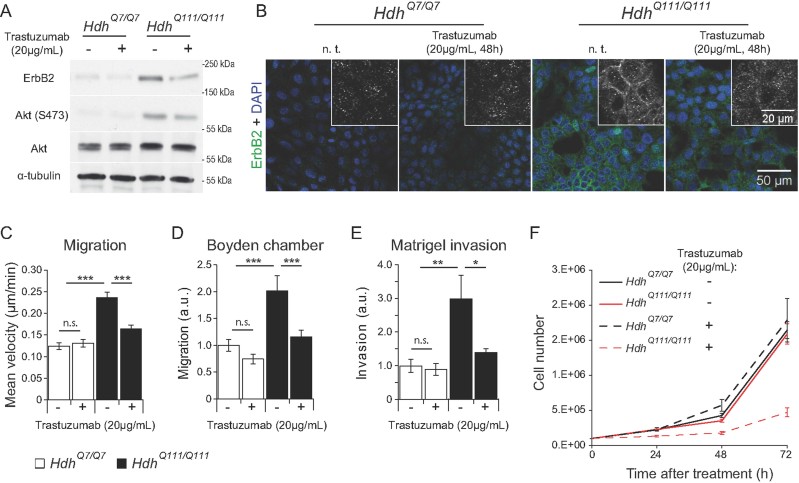
Trastuzumab inhibits polyQ-huntingtin induced HER2 accumulation and downstream effects on cell motility **A.** Immunoblotting of total extracts of PyVT/*Hdh*^*Q7/Q7*^ (*Hdh*^*Q7/Q7*^*)* and PyVT/*Hdh*^*Q111/Q111*^ (*Hdh*^*Q111/Q111*^) cells treated with Trastuzumab for ErbB2, phosphorylated Akt at serine 473 (Akt(S473)), total Akt and α-tubulin.**B.** PyVT/*Hdh*^*Q7/Q7*^ and PyVT/*Hdh*^*Q111/Q111*^ cells treated with Trastuzumab are immunostained for endogenous ErbB2. n.t.: not treated.**C–E.** Random migration (**C**), Boyden chambers (**D**) and Boyden matrigel invasion (**E**) assays for PyVT/*Hdh*^*Q7/Q7*^ or PyVT/*Hdh*^*Q111/Q111*^ cells treated with Trastuzumab. Random migration (three independent primary cultures, 118 cells recorded per condition; *Hdh*^*Q7/Q7*^ *vs. Hdh*^*Q7/Q7*^ Trastuzumab, *p*-value = 0.6326; *Hdh*^*Q7/Q7*^ *vs. Hdh*^*Q111/Q111*^, ***p-value < 0.0001; *Hdh*^*Q111/Q111*^ *vs. Hdh*^*Q111/Q111*^ Trastuzumab, ***p-value < 0.0001). Boyden chambers (three independent primary culture in duplicate per genotype; *Hdh*^*Q7/Q7*^ *vs. Hdh*^*Q7/Q7*^ Trastuzumab, *p*-value = 0.2682; *Hdh*^*Q7/Q7*^ *vs. Hdh*^*Q111/Q111*^, ***p-value = 0.0001; *Hdh*^*Q111/Q111*^ *vs. Hdh*^*Q111/Q111*^ Trastuzumab, ***p-value = 0.0007) and Boyden matrigel invasion (three independent primary cultures in duplicate per genotype; *Hdh*^*Q7/Q7*^ *vs. Hdh*^*Q7/Q7*^ Trastuzumab, *p*-value = 0.7599; Hdh^Q7/Q7^ *vs. Hdh*^*Q111/Q111*^, **p-value = 0.0012; *Hdh*^*Q111/Q111*^ *vs. Hdh*^*Q111/Q111*^ Trastuzumab, *p-value = 0.0101). n.s.: not significant.**F.** Cell number of PyVT/*Hdh*^*Q7/Q7*^ and PyVT/*Hdh*^*Q111/Q111*^ cells treated with Trastuzumab for 24, 48 and 72 h (at least *n* = 3 primary culture per genotype in three independent experiments; at 72 h: *Hdh*^*Q7/Q7*^ *vs. Hdh*^*Q111/Q111*^, *p*-value = 0.8391; *Hdh*^*Q7/Q7*^ Trastuzumab *vs. Hdh*^*Q111/Q111*^, *p*-value = 0.4605; *Hdh*^*Q7/Q7*^ *vs. Hdh*^*Q7/Q7*^ Trastuzumab, *p*-value = 0.5909; *Hdh*^*Q111/Q111*^ *vs. Hdh*^*Q111/Q111*^ Trastuzumab, *p*-value = 0.0002).

We addressed the effect of Trastuzumab in functional assays. Trastuzumab had no effect on the migration of wild-type cells while it decreased the mean velocity of motile PyVT/*Hdh*^*Q111/Q111*^ cells (Fig 7C). Similarly, Trastuzumab decreased the directed cell migration capacity and invasiveness of PyVT/*Hdh*^*Q111/Q111*^ cells (Boyden chamber assays, Fig 7D; matrigel invasion, Fig 7E). In these assays, Trastuzumab had no effect on PyVT/*Hdh*^*Q7/Q7*^ cells behaviour. These data show that the Trastuzumab-induced reduction of ErbB2 levels in PyVT/*Hdh*^*Q111/Q111*^ cells counteracts the effect of polyQ-huntingtin on migration and invasiveness.

Finally, we tested the impact of Trastuzumab treatment on cell growth. Cells were treated for 24, 48 and 72 h with 20 µg/ml Trastuzumab. Trastuzumab did not affect cell number in PyVT/*Hdh*^*Q7/Q7*^ cells (Fig 7F). In sharp contrast, the same treatment resulted in a 49% decrease in PyVT/*Hdh*^*Q111/Q111*^ cell number after 24–48 h and a 70% decrease after 72 h. Thus, PyVT/*Hdh*^*Q111/Q111*^ tumour cells appear to be hypersensitive to Trastuzumab as compared to PyVT/*Hdh*^*Q7/Q7*^ cells.

## DISCUSSION

PolyQ-huntingtin is known to induce the activation of the apoptotic machinery in cellular and mouse models and to cause neuronal death (Zuccato et al, 2010). Increased apoptosis is also detected in human HD brains. In contrast, wild-type huntingtin protects against cell death induced by different stressors including polyQ-huntingtin itself, and has anti-apoptotic properties. We suggest here that the reported huntingtin functions depend on the cell type and the cell context being studied as we found that mutant huntingtin conferred resistance to anoikis to cancer cells while it renders them more sensitive to Trastuzumab treatment. Furthermore, expression of polyQ-huntingtin in mammary tumour cells changed their cell fate, as these cells were more prone to adopt a mesenchymal phenotype. Previous studies showed that polyQ-huntingtin interferes with neurogenesis. For instance, Simpson et al observed less hippocampal differentiation in a full-length polyQ-huntingtin mouse model of HD (Simpson et al, 2011). More generally, huntingtin is a positive transcriptional regulator of genes involved in neuronal maintenance, a function that is lost when huntingtin is mutated (Zuccato et al, 2003). Thus, huntingtin stands as a key regulator of the balance between cell differentiation, survival and death in normal, neoplastic and neurodegenerative conditions.

Here, we found a hyper-activation of the Akt pathway triggered by ErbB2/HER2. The Akt protein kinase is at the crossroads of essential cellular processes such as cell growth and survival, proliferation and migration (Brunet et al, 2001; Dillon & Muller, 2010). Akt is activated by IGF-1/phosphatidyl inositol–3-kinase (PI3K) signalling, and deregulation of this signalling contributes to cancer (Castaneda et al, 2010; Dillon & Muller, 2010). In particular, hyper-activation of this pathway is observed in breast cancer and consequently affects cell proliferation, migration, invasion and metastasis. In HD, IGF-1 signalling, Akt activity and subsequent phosphorylation of huntingtin at serine 421 are deregulated as HD progresses (Colin et al, 2005; Gines et al, 2003; Mochel et al, 2007; Pouladi et al, 2010; Saleh et al, 2009; Warby et al, 2005). Mutant huntingtin is a direct target of Akt. Upon IGF-1 activation, polyQ-huntingtin is phosphorylated at serine 421 by Akt (Humbert et al, 2002) and this phosphorylation event restores the capacity of polyQ-huntingtin to stimulate vesicular transport along microtubules, as does the wild-type protein (Zala et al, 2008). Thus, Akt-mediated phosphorylation of mutant huntingtin completely inhibits its toxicity in cellular and mouse models of HD (Humbert et al, 2002; Pardo et al, 2006). Future experiments should test whether polyQ-huntingtin could also be one of the downstream targets of Akt in cancer that mediates its effect on tumour formation, cell motility and invasiveness.

The ErbB2/HER2 transmembrane tyrosine kinase is overexpressed in a number of human cancers (Roepstorff et al, 2008). ErbB2/HER2 has no known ligands but is the preferred dimerization partner for the other family members. Two models have been proposed for ErbB2/HER2 endocytosis [reviewed in (Roepstorff et al, 2008; Sorkin & Goh, 2008)]. ErbB2/HER2 dimers were shown to be endocytosed and mostly recycled back to the membrane for reactivation. Alternatively, ErbB2/HER2 dimers were reported to be retained to the cell surface as ErbB2/HER2 is endocytosis impaired. The Hsp90 chaperone machinery is a regulator of ErbB2/HER2 stability and inhibition of this regulation by Geldanamycin allows investigation into the status of ErbB2/HER2 at the membrane and its internalization (Citri et al, 2004). Austin and colleagues reported that Geldanamycin enhances specifically the degradative sorting in endosomes with no effect on the initial endocytosis from the plasma membrane (Austin et al, 2004). In contrast, another study showed that Geldanamycin-induced downregulation of ErbB2/HER2 is dynamin- and clathrin-dependent, and independent of proteasomal activity (Pedersen et al, 2008). In our experimental conditions, the HER2 accumulation in HD conditions was dynamin-dependent in non-stimulated and Geldanamycin-treated SKBr3 cells. Huntingtin is distributed primarily in the cytoplasm but is also found in membrane fractions; it also localizes to endosomes and plasma membranes and interacts with proteins involved in membrane trafficking (DiFiglia et al, 1995; Kegel et al, 2005; Velier et al, 1998). We now provide a direct link between huntingtin and endocytosis by confirming that endogenously expressed huntingtin binds directly to dynamin (Kaltenbach et al, 2007). In HD, the binding is enhanced thereby displacing dynamin. The effect of mutant huntingtin could thus occur at the level of endocytosis leading to HER2 accumulation at the plasma membrane. As HER2 is constitutively available for dimerization with all other family members, this accumulation is sufficient to prolong downstream signalling and promote migration. Indeed, polyQ-huntingtin-induced cell migration is inhibited by Trastuzumab. Furthermore, confirming the central role of HER2 in polyQ-mediated effects, PyVT/*Hdh*^*Q111/Q111*^ tumour cells are hypersensitive to Trastuzumab as compared to PyVT/*Hdh*^*Q7/Q7*^ cells.

The ErbB receptor tyrosine kinases induce several signalling pathways that play central roles during development, in adults, and during disease processes (Eccles, 2011; Yarden & Sliwkowski, 2001). The receptors form homodimers and heterodimers and the way they assemble constitutes one layer of regulation of the network. Indeed, a specific dimer triggers a specific cellular response ranging from apoptosis to proliferation and cell adhesion to metastasis. Several reports have linked mutant huntingtin to abnormal epidermal growth factor receptor (EGFR/ErbB1) signalling. Mutant huntingtin inhibits the activation of Akt induced by epidermal growth factor stimulation in rat pheochromocytoma cells (Song et al, 2002). While huntingtin and EGFR are found in the same complex (Liu et al, 1997), the mechanisms by which mutant huntingtin induced the defects observed remain to be shown. In *Drosophila*, the polyQ-huntingtin-induced accumulation of the single *Drosophila* glutamate transporter dEATT1 is regulated by EGFR (Lievens et al, 2005). In their model, the authors expressed short huntingtin fragments that form massive aggregation that could physically block EGFR signalling at several levels. Future experiments should thus further elucidate whether huntingtin interferes with the dynamin-dependent endocytosis of one or several ErbB receptors. This does not exclude the possibility that, as previously suggested (Liu et al, 1997), huntingtin could also directly bind to these receptors with an altered binding when huntingtin is mutated.

Our data were somewhat unexpected since two studies showed an overall decreased risk of cancer in patients with HD (Ji et al, 2012; Sorensen et al, 1999). At the molecular level, the authors speculated that their findings would be linked to the apoptotic properties of polyQ-huntingtin. While the incidence of cancer is lower, we propose here that the progression could be enhanced in HD. We also found an inverse correlation between the length of the abnormal CAG expansion and the age of breast cancer onset, suggesting that the CAG length in huntingtin may be a prognostic factor. In the study from Ji and collaborators (Ji et al, 2012), the CAG repeat length was not available. Instead, the authors used age at diagnosis as a surrogate and did not find a relation with risk of cancer. Nevertheless, we describe here polyQ-induced abnormalities in HER2 endocytosis in breast cancer cells with consequences on their motility and metastatic behaviour. This may apply only to a subset of cancer types, and this could be the case for breast cancer initiated by HER2 accumulation. Together, our data should not only trigger epidemiological studies on breast cancer in the HD population but may also sensitize clinicians and HD families to specific follow-up that will positively affect the quality of life of HD patients.

Finally, there is an urgent need for an effective treatment for HD, that will either slow down or halt the progression of neuronal dysfunction and degeneration. The development of such therapies is based on a sound understanding of the aetiology and pathogenesis of this disease. Our study leads us to propose that understanding polyQ-huntingtin-induced changes in peripheral tissues could give valuable insight into several pathways involved in neurodegenerative and cancer conditions, including those regulating the ErbB receptor tyrosine kinases family.

## MATERIALS AND METHODS

### Antibodies and DNA constructs

The antibodies used in this study are as follows: huntingtin (PQ-1C2-as, 1C2, Euromedex; HU-4C8-As, 4C8, Euromedex and D7F7, Cell Signaling Technologies); cleaved caspase-3 (9661S, Cell Signaling Technologies); PCNA (PC10, Santa Cruz); Ki67 (NCL-ki67p, Leica); E-cadherin (610182, BD Transduction Laboratories); β-Catenin (ab6302, Abcam); α-SMA (A5228, Sigma); ZO-1 (610966, BD Transduction Laboratories); vimentin (V6630, Sigma); α-tubulin (T6199, Sigma); PyVT (sc-53481, Santa Cruz); HER2 (Ab2428, Abcam); phospho-Akt (4058, Cell Signaling Technologies); Akt (9272, Cell Signaling Technologies); cadherin 11 (ab52891, Abcam); MMP3 (ab53015, Abcam); BARD1 (sc-11438, Santa Cruz); cyclin D2 (ab3085, Abcam); HER2-APC (340554, BD biosciences); dynamin I (sc-12724 m, Santa Cruz); dynamin I/II (2342, Cell Signaling Technologies); IgG mouse (12-371, Upstate biotechnologies). Secondary antibodies were anti-mouse/rabbit/rat antibodies conjugated to Alexa 488, Alexa 555 and Cy5 (immunofluorescence) or to HRP (immunoblotting; Invitrogen).

pARIS-mCherry-httQ23 (Htt Q23) and pARIS-mCherry-httQ100 (Htt Q100) were described in (Pardo et al, 2010). Plasmids encoding wild-type dynamin 2 (Dyn2 WT-GFP) and a GTPase-defective mutant K44A dynamin 2 (Dyn2 K44A-GFP) are a gift of S. Miserey-Lenkei (Institut Curie).

### Immunoprecipitation

Immunoprecipitation experiments were performed on primary PyVT tumour cells. Briefly cells were lysed in IP lysis buffer (50 mM Tris–HCl, pH 7.5; 137 mM NaCl; 1% Triton X-100; 10 mM MgCl_2_; 10% glycerol; 1% protease inhibitor cocktail, Sigma). One milligram of total protein extract in a total volume of 500 µl was incubated with 6 µg of 4C8 or IgG mouse antibody for 2 h followed by 1 h of incubation with 30 µl of protein A/G beads mix. Beads are washed three times in lysis buffer and then eluted in 50 µl of 1× laemelli buffer by heating at 95°C for 10 min.

### Boyden chamber assays

Matrigel invasion assays were performed in matrigel Boyden chambers (354483, BD Biosciences). 3 × 10^4^ serum-starved cells were loaded in media containing 0.1% serum in the insert while the well was filled with media containing 10% serum. After 18 h, chambers were fixed and stained in 0.5% crystal violet (in 20% methanol). Images were taken using a light microscope and cells were counted. For Boyden chambers assays (353097, BD Biosciences), 5 × 10^3^ cells were loaded per insert, chambers were fixed 6 h after.

### Carmine aluminium whole mount staining

For whole mount analysis, the fourth pairs of mammary gland fat pads were dissected from female mice. Fat pads were spread on slides and fixed overnight in a methacarn solution containing 60% methanol, 30% chloroform and 10% acetic acid. Samples were then washed in 100% methanol before rehydrating and subsequent overnight staining in carmine alum solution (StemCell Technologies). Samples were dehydrated, de-stained in xylene and scanned using an Epson Perfection 3200 scanner.

### Cell culture

Cells were cultured in humidified incubators at 37°C and 5% CO_2_. SkBR3 cells (ATCC) were maintained in McCoy's 5A, GlutaMAX media (Gibco) supplemented with 10% foetal calf serum, 100 units/ml penicillin/streptomycin (Gibco). Cells were treated when indicated with Geldanamycin (Sigma) and Trastuzumab (Herceptin®, Roche). Primary cells from MMTV-PyVT/*Hdh*^*Q111/Q111*^ or MMTV-PyVT/*Hdh*^*Q7/Q7*^ tumours were cultured as described (Dangles-Marie et al, 2007) maintained at 8% CO_2_ in DMEM supplemented with 10% foetal calf serum, 10 mmol/L HEPES buffer (Sigma), 1 mmol/L Sodium Pyruvate (Sigma), 100 units/ml penicillin/streptomycin (Gibco), 250 ng/ml Fungizone (Gibco). At least three different cell lines per genotype were generated from independent tumours. For the first three passages 200 µg/ml Gentamicin (Gibco) was added to the media. Transient transfections were performed using lipofectamine LTX (Invitrogen) according to supplier recommended procedures.

### Cell motility

Random migration experiments were carried out in primary tumour cells. Cells in plastic six-well plates were imaged over at least 6 h using an inverted fluorescent 2D Leica DM IRB microscope with photometric CoolSNAP fx camera in a chamber with controlled temperature and CO_2_ conditions and a moving stage. Dividing cells were excluded from the analysis. To access the effect of Trastuzumab on cell motility, cells where imaged 12 h after treatment with 20 µg/ml of Trastuzumab (Herceptin®, Roche). The cell tracking plug-in of ImageJ software (http://rsbweb.nih.gov/ij/plugins/track/track.html) was used to calculate parameters of cell motility.

### Flow cytometric analysis

For anoikis experiments, 5 × 10^5^ cells were cultured in suspension for 16 h (37°C; 5% CO_2_). Cells were stained with annexin V-FITC and/or propidium iodide (556547, BD Biosciences). Cytometric analysis was performed on FACsCalibur (Becton Dickinson). Fifteen thousand events were analysed using CellQuest (Becton Dickinson) and FlowJo software.

To study the levels of ErbB2 at the membrane SkBR3 cells were transfected with different constructs. Twenty-four hours after transfection cells were harvested and stained with HER2-APC antibody according to manufacturer instructions. Cytometric analysis was performed on FACSAriaIII (BD Biosciences), 10,000 events per condition were analysed using FlowJo software. Mean-APC fluorescence levels were quantified in cells expressing either Htt Q23 or Q100 (mCherry positive, gated 10^3^ to 10^5^) and/or dynamin 2 constructs (FITC positive, gated 10^4^ to 10^5^). Histograms were created using FlowJo software.

### Immunofluorescence

Cells were fixed in cold methanol and stained for the presence of E-cadherin (1:500), β-catenin (1:1000), HER2 (1:100) and dynamin (1:50) as indicated. For microscopic analysis of mammary tumours, tumours were dissected and fixed in AFA (75% ethanol, 5% glacial acetic acid and 20% of 4% paraformaldehyde in PBS 1×) for 2–3 h at RT. Tumour samples were cryoprotected in 30% sucrose (in PBS 1×), included in occipitocervicothoracic (OCT) and stored at −80°C until processing. Samples were processed for immunofluorescence imaging by cryostat sectioning (8 µm) and adhering to Thermo Scientific Superfrost glass slides. Slides were then stained for the presence of β-Catenin (1:200), E-Cadherin (1:2000), α-SMA (1:500) and ErbB2 (1:100). Briefly, slides were washed in PBST (PBS1×, 0.001% tween20); de-masked in citrate buffer 10 mM pH6.0 (90°C, 20 min), blocked in 5% goat serum; stained overnight at 4°C; washed in PBST and incubated with Alexa fluorescent secondary antibodies (RT, 30 min). Slides were washed in PBST and mounted in Fluoroshield with DAPI. Imaging was carried out using a Leica TCS-SP5 confocal microscope with 40× or 63× objective lens.

### Mice

FVB/N-Tg(MMTV-PyVT)634Mul/J and FVB-Tg(MMTV-Erbb2)NK1Mul/J mice were obtained from The Jackson Laboratory. *Hdh*^*Q111/Q111*^ mouse line (CD1 background) have been described earlier (Wheeler et al, 1999). For tumour-free survival assays, mice were surveyed for tumour appearance by palpation. Spontaneous tumours dissected in small pieces (8 mm^3^) were grafted in the right flank of 6-week-old nude mice (Charles river laboratories: Crl:Nu(Ico)-Foxn1 nu; Morton & Houghton, 2007). Tumour growth was followed and mice were sacrificed before the largest tumour reached 10% of the body weight. Tumoural progression was determined on mice sacrificed at 6, 8, 12 and 14 weeks of age. Abdominal mammary glands were dissected, stained with carmine aluminium and percentage of tumoural area was evaluated using ImageJ software. Metastasis was analysed on 12-week-old mice dissected lungs. Entire organs were included in paraffin and sectioned (7 µm sections with 100 µm interval; covering the entire lung). The number of metastasis was counted after PyVT staining. Experimental procedures were performed in accordance with the recommendations of the European Community (86/609/EEC) and the French National Committee (87/848) for care.

**The paper explained**

PROBLEM:

Huntington disease (HD) is a severe neurodegenerative disorder caused by an abnormal polyglutamine expansion (polyQ) in the huntingtin protein. Given the adult onset and the characteristic neuronal dysfunction and death of adult neurons in HD, most studies have focused on the toxic pathways activated by polyQ-huntingtin in post-mitotic neurons. However, over the last few years, emerging evidence point out that HD is also associated with peripheral manifestations. These symptoms may not be only secondary to the neuronal dysfunctions but linked to the presence of polyQ-huntingtin in the dysfunctioning tissues. Indeed, the protein is ubiquitous and plays critical roles in fundamental biological processes shared by all cells in the organism.

RESULTS:

Here, we investigated whether mutant huntingtin could influence the progression of breast cancer after we found it to be expressed in the mammary epithelium and tumours. We show that mutant huntingtin accelerates tumourigenesis in two mouse breast cancer models, increases epithelial–mesenchymal transition of cancer cells and thus favours lung metastasis in mice. We then report that in HD, the dynamin dependent endocytosis of ErbB2/HER2 receptor tyrosine kinase is reduced leading to its accumulation and, to a subsequent increase in cell motility and proliferation.

IMPACT:

Our findings may have direct implications for the follow-up and care of HD patients and positively affect their quality of life. Furthermore, there is an urgent need for an effective treatment for HD. Our study demonstrates that understanding polyQ-huntingtin-induced dysfunctions in peripheral tissues gives unexpected but valuable insight into pathways involved in neurodegenerative and cancer conditions. Finally, we propose huntingtin to be a general regulator of the balance between cell differentiation, survival and death in normal, neoplastic and neurodegenerative conditions.

### RNA extraction, microarray and real time PCR

Total RNA was isolated from frozen mammary tumours using miRNeasy mini kit (Qiagen). One hundred nanograms of total RNA was amplified with Ambion® WT Expression Kit. cRNA products were monitored using the Nanodrop (Thermo, France) and the Agilent Bioanalyzer. Affymetrix Mouse Exon 1.0 ST arrays were hybridized according to Affymetrix (Santa Clara, USA) labelling and hybridization procedures. Microarrays were hybridized, washed and scanned using Affymetrix instruments. Total RNAs RIN values were between 8.1 and 9.3. Microarrays were hybridized with 4.7 µg of labelled DNA. Raw data are controlled with Expression console (Affymetrix).

RNA samples were retrotranscribed using the First-Strand cDNA Synthesis Kit (Invitrogen). cDNAs were diluted 1:10 and submitted to RT-PCR with 7900HT Fast real time PCR system (Applied biosystems) using power SYBR Green PCR Master mix (Applied biosystems) with the following *htt* (5′-CTCAGAAGTGCAGGCCTTACCT-3′, 5′-GATTCCTCCGGTCTTTTGCTT-3′ and 5′-CTCAGAAGTGCAGGCCTTACCT-3′, 5′-GATTCCTCCGGTCTTTTGCTT-3′; Benn et al, 2008) and *ErbB2* (5′-GAAACCGGACCTCTCCTACA-3′, 5′-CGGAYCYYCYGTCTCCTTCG-3′; Landis et al, 2006) oligonucleotide pairs. *β-actin* (5′-AGGTGACAGCATTGCTTCTG-3′, 5′-GCTGCCTCAACACCTCAAC-3′) and *hprt* (5′-GCTGGTGAAAAGGACCTCT-3′, 5′-CACAGGACTAGAACACCTGC-3′) genes were used as internal controls. Fold changes were calculated using the ddCT method.

### Microarray data analysis

Dataset analysis and visualization were made using EASANA® (GenoSplice technology, http://www.genosplice.com), based on the GenoSplice's FAST DB® annotations. Exon Array data were normalized using quantile normalization. Background correction was made by using the antigenomic probes. Only probes targeting exons annotated from FAST DB® transcripts were selected. Among these selected probes, bad-quality probes (*e.g.* probes labelled by Affymetrix as ‘cross-hybridizing’) and probes with too low intensity signal compared to antigenomic background probes with the same GC content were removed from the analysis. The *p*-values were not corrected for multiple comparisons. Probes with a DABG *p*-value ≤0.05 in at least half of the arrays were considered for statistical analysis. Only genes expressed in at least one compared condition were analysed. To be considered as expressed, the DABG *p*-value had to be ≤0.05 for at least half of the gene probes. Unpaired Student *t*-test was performed to compare gene intensities in the different biological replicates. Genes were considered significantly regulated when fold-change ≥1.5 and *p*-value ≤0.05. GEO accession number: GSE28685.

### Hierarchical clustering

The distance from the gene signal in a given sample to the corresponding average in the eight samples was calculated for each regulated gene. Corresponding values were displayed and clusterized with MeV4.6.2 from The Institute of Genome Research using Pearson correlation and average linkage clustering.

### Statistical analyses

Statview 4.5 software (SAS Institute, Cary, NC) was used for statistical analyses. Data are expressed as means ± SE. Groups were compared by ANOVA followed by unpaired *t* tests or by Fisher's PLSD *post hocs* analyses for multiple comparisons. For Fig 1A, a Kaplan–Meier Analysis was performed. Complete statistical analyses are available in the Supporting Information.

For more detailed Materials and Methods see the Supporting Information.

## Supplementary material

As a service to our authors and readers, this journal provides supporting information supplied by the authors. Such materials are peer reviewed and may be re-organized for online delivery, but are not copy-edited or typeset. Technical support issues arising from supporting information (other than missing files) should be addressed to the authors.

How the deposited data were processed for this re-analysis (not part of the article)

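Affymetrix Mouse Exon 1.0 ST arrays of 4 MMTV-PyVT/HdhQ7/Q7 and 4 MMTV-PyVT/HdhQ111/Q111 mammary tumours, 1 array per tumour, were compared. The deposited table holds a log2 signal per probe set, and how it was normalized is not given in the sources used here. For the paper's own gene analysis the methods name quantile normalization, background correction with antigenomic probes, FAST DB annotation and a filter on probe detection. The array medians differed by at most 0.160, under the limit of 0.2 set for a further normalization, so the values were used as deposited. All 8 arrays and all 23332 probe sets were kept. Gene symbols came from the platform annotation and gene positions from a RefSeq table of GRCm38.p6, which gave a position for 14805 genes. The number of arrays limits the precision.

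Genotypes were compared with limma 3.58.1 in R 4.3.3 (a linear model per probe set with moderated variance, two-sided, without trend or robust fitting), with Benjamini-Hochberg adjustment over all probe sets. A call at the study's thresholds was a fold change of at least 1.5 with an unadjusted p of at most 0.05. For single genes and list means an exact permutation test over all 70 labellings of 4 against 4 was used. Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 32 lists, and beside it with an estimated correlation and with fry. Where a gene had several probe sets, the one with the highest mean signal stood for it in its list. Intervals of list medians came from 10000 bootstrap draws of the genes of a list, not of tumours. The calls near Htt, within 10 Mb, were tested with 10000 rotations of the calls along the genome. Clustering used the Pearson correlation and average linkage of the methods. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9.

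Tests, gene lists, alternatives and the rule for named genes were set without sight of the deposited values. Fig 2 of the paper had been seen before, so the directions of the genes drawn there were known, and several lists hold such genes. The rule took the genes the paper names with the arrays or measures as protein in these tumours, up to 10 genes per direction without overlap between the genotypes, genes drawn in Fig 2 and up to 4 members of each list the text describes, 94 genes in all. Which lists the text describes, and which genes of Fig 2 were taken, was settled after values had been seen. Under a wider reading of the rule there were 148 genes. The examples printed for each list were also picked after their values were seen, so that most are genes whose call no single tumour changes. The others are named where the alternatives are given. The error used to compare values with the paper's was changed from a standard error to the SD between tumours after a first run, which changed no comparison of the main values.

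The alternatives were the methods' t-test, a variance trend with robust fitting, array weights, quantile normalization, centring of each array on its median, leaving out the dimmest 40% of probe sets, a block for the replicate number, leaving out each tumour in turn, a fold threshold of 2, single-symbol probe sets with each gene once, and windows of 5 and 20 Mb around Htt. Alternatives without the lower identifier range, without Htt itself, without a fold threshold near Htt and without the genes drawn in Fig 2 were added after the values were seen. The steps were tested on simulated data with 4 arrays against 4. Of 50 genes changed 1.5-fold, 56% were found both at an adjusted p under 0.05 and at the study's thresholds. At 2-fold these shares were 82% and 92%, and at 4-fold and 8-fold 100%. The changed genes of all folds, 50 of each, were adjusted together, and many strong changes make the adjustment easier to pass. In the real data 3 probe sets passed it, so the shares at an adjusted p overstate what could be found there. With no change simulated, 91 probe sets passed the study's thresholds and 0 an adjusted p under 0.05. With the changed genes of all folds simulated together, 12 unchanged probe sets passed an adjusted p under 0.05. Simulated probe sets varied independently of each other, whereas many genes of the real tumours moved together. The 91 is therefore not the number that chance gives here, and other splits of the tumours gave up to 307.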

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

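Of the tests here, the counts of other splits for the calls near Htt and their odds ratio and the 2 alternatives without Htt itself were chosen after the result was seen.

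In a group of 4 tumours, a tumour was set apart when its gap to the nearest other, divided by the range of the group, was above the 95% critical value of Dixon's test. This held for 8 of 252 groups, where chance gives about 12.6. Under a wider reading of the rule for named genes it held for 12 of 360 groups, where chance gives about 18. For Bard1, MMTV-PyVT/HdhQ7/Q7 replicate 4 lay at 6.62 and the others between 6.98 and 7.04 (ratio 0.854). Akt1 in MMTV-PyVT/HdhQ7/Q7 tumours lay at 11.01 in replicate 4 and between 11.18 and 11.21 in the others (0.874). Abhd1 in MMTV-PyVT/HdhQ111/Q111 tumours lay at 8.95 in replicate 2 and between 9.24 and 9.26 in the others (0.941). Snhg11 in MMTV-PyVT/HdhQ111/Q111 tumours lay at 7.30 in replicate 1 and between 6.50 and 6.61 in the others (0.861). Sparc in MMTV-PyVT/HdhQ7/Q7 tumours lay at 12.04 in replicate 3 and between 11.47 and 11.56 in the others (0.845). The mean of the myoepithelial and basal markers in MMTV-PyVT/HdhQ7/Q7 tumours was 0.14 in replicate 3 and between -0.06 and -0.04 in the others (0.870).

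The EMT transcription factor gene Snai2 in MMTV-PyVT/HdhQ111/Q111 tumours lay at 7.95 in replicate 1 and between 8.77 and 8.87 in the others (0.893). Its log2 fold change of 0.57 was 0.79 without that tumour and 0.78 without MMTV-PyVT/HdhQ7/Q7 replicate 4, past the study's thresholds in both cases. The mannose receptor gene Mrc1 in MMTV-PyVT/HdhQ111/Q111 tumours lay at 7.55 in replicate 2 and between 8.65 and 8.69 in the others (0.965). Its log2 fold change of 0.79 was past the study's thresholds, and was no longer past them without MMTV-PyVT/HdhQ7/Q7 replicate 4 (0.66) or MMTV-PyVT/HdhQ111/Q111 replicate 1 (0.69), 3 (0.71) or 4 (0.70).

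Genes within 10 Mb of Htt passed the study's thresholds more often than other genes (odds ratio 3.95), which the paper does not report. By this odds ratio 2 of 35 splits of the tumours were as high as the real one, with 5.29 in the highest other, so chance cannot be excluded. By number of calls 1 of 35 splits reached the real 6, with 2 in the highest other, but the real grouping also had the most calls over all genes. A candidate explanation is a strain difference linked to Htt, since the methods name FVB/N for the MMTV-PyVT line and CD1 for the Hdh line, and the rotation test it predicted gave a one-sided permutation p of 0.0151. That test measures the same excess of calls, so it cannot tell a strain difference from an effect of the repeat on its neighbours. The odds ratio was 3.29 without Htt itself (p = 0.0289, same permutation test) and 2.08 with no fold threshold and without Htt (p = 0.0276), and its call was lost without MMTV-PyVT/HdhQ7/Q7 replicate 2 (2.74, p = 0.0574, same permutation test), MMTV-PyVT/HdhQ111/Q111 replicate 2 (2.04, p = 0.105) or MMTV-PyVT/HdhQ111/Q111 replicate 4 (2.89, p = 0.0649). An effect of the expanded repeat on its neighbours was not tested and stays open.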

How the results depend on the processing

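The alternatives without the lower identifier range and without the genes drawn in Fig 2 were chosen after the values were seen. The count at an adjusted p under 0.05, 3 from limma, was 0 with the methods' t-test and 0 with a replicate block, though 1839 probe sets had an unadjusted p under 0.05 from limma. It was 5 without the lower identifier range, where fewer probe sets were tested, and 0 to 3 without single tumours. The replicate numbers do not pair the tumours, since deviations of the same number had r between -0.189 and 0.0295 across probe sets and 1 of 8 tumours had its best partner under its own number. At the study's thresholds, 317 became 332 with the replicate block, 184 without the dimmest 40% of probe sets, 71 at a fold of at least 2, 181 for single-symbol probe sets with each gene once, all with fewer probe sets or a stricter threshold except the block, and 271 to 459 without single tumours. The share higher, 75.1%, was 57.8% with array median centring and 66.7% to 80.4% without single tumours. Clustering over the 1000 most variable probe sets grouped 7 of 8 tumours. The odds ratio near Htt was 2.04 to 4.20 without single tumours.

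Of 32 gene lists, 14 passed with camera, 0 with an estimated correlation and 1 with fry, whose tests leave the medians as they are: 0.39 for matrix structure (adjusted p = 0.208 and 0.0694 in that order), 0.0873 for matrix remodelling (0.312 and 0.129), 0.26 for mesenchymal markers (0.208 and 0.0694), 0.38 for the cell cycle (0.441 and 0.266), 0.30 for invasion-associated stroma (0.208 and 0.0694) and -0.59 for interferon response (0.217 and 0.142). The 1 list that fry still called was huntingtin and its partners, which holds Htt itself. Its mean log2 fold change was -0.08, with Htt at -0.70 the only member past the study's thresholds. No test of the partners alone is given here, so the call is not a result about them. Matrix remodelling had a median of 0.0247 without the genes drawn in Fig 2. Without the dimmest 40% of probe sets, EMT transcription factors (0.24) and epithelial junctions (-0.0152) passed. Without single tumours, the epithelial median ran from -0.0561 to -3.82e-04 and the actin median from 0.0238 to 0.0715. The cause of these changes was not tested. Htt (-0.77 to -0.65) and Erbb2 (-0.31 to -0.18) kept their direction and their side of the study's thresholds in all 15 alternatives.

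Of 94 named genes none reversed a call. Of the 43 past the study's thresholds, 28 stayed past them in every alternative run and 5 lost this only without single tumours. Genes that fell below the thresholds in at least 1 alternative were Acta2, Gsn, Cxcl14, Plin4, Adipoq, Cidec, Tns1, Trp63, Bgn, Ccl11, Omd, Trim30a, Olfr1311, Mrc1 and Ifih1. Those that came past them were Cdh11, Mki67, Prrx1, Cenpe, Casp12, Islr, Melk, Muc1, Cited1, Snai2, Bst2 and Gzmb.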

Differences from the paper's values

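The paper gives 43379 genes analysed, and 23332 probe sets are in the deposited table. No alternative set before the data were examined changes which probe sets are in the table, so none closes this gap. Of the other values compared, the count, the share higher and the folds of Htt, Erbb2, Mmp2 and Mmp3 did not differ by the rule used. The Htt fold, -1.63 where the paper gives -1.56, differed with quantile normalization (-1.69) and array median centring (-1.71). The paper's number of genes with a known protein, its p-values and its share of signature genes were not compared. At the paper's stated thresholds 317 probe sets passed by limma's p, 101 of them unnamed in the lower identifier range. The paper gives 416 genes by an unpaired t-test, so the counts are of unlike things. The count lay within 1.5 times the paper's in 12 of the alternatives set before, and not with the methods' t-test (213), without the dimmest 40% of probe sets (184), without MMTV-PyVT/HdhQ7/Q7 replicate 1 (271), at a fold of at least 2 (71) or for single-symbol probe sets with each gene once (181). It was also outside that range without the lower identifier range (220), an alternative chosen after the values were seen.

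The legend of Fig 2 gives panel C as cytoskeleton genes and panel D as proliferation and cell death genes, where the numbers of genes drawn, 32 and 27, are those of the reverse order in panel A. All 60 measured genes of Fig 2B–D had the direction drawn there, and 43 of them were past the study's thresholds. The 17 others include Bard1 (log2 fold change 0.45) and Cdh11 (0.51), and Cdh11 was past them without MMTV-PyVT/HdhQ7/Q7 replicate 2 (0.60).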

Other observations

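The counts of other splits for the gene lists and under other settings and the comparison of fibroblast markers and matrix genes without the genes drawn in Fig 2 were chosen after the result was seen.

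Markers of adipocytes were higher on average in MMTV-PyVT/HdhQ111/Q111 tumours and those of hormone-sensing luminal cells were lower on average, each with tumours that overlapped between the genotypes. Of 19 measured adipocyte markers, 18 were higher, 5 past the study's thresholds, with a median log2 fold change of 1.35 (limma's camera, adjusted p = 3.33e-06, and adjusted p = 0.442 with an estimated correlation). Their mean spread widely, 1.06 ± 1.05 (SD, n = 4) against an SD of 0.33 (two-sided exact permutation test, p = 0.114). It was 2.34 in MMTV-PyVT/HdhQ111/Q111 replicate 1, without which the median was 0.66, and -0.18 in replicate 2, below 3 of the MMTV-PyVT/HdhQ7/Q7 tumours. All 10 luminal markers had a lower mean, with a median of -0.29 (adjusted p = 5.27e-04, and adjusted p = 0.208 with an estimated correlation), among them Wnt4 (-0.25) and Tbx3 (-0.30). The median was -0.50 without MMTV-PyVT/HdhQ7/Q7 replicate 3, whose list mean of -0.61 lay below every MMTV-PyVT/HdhQ111/Q111 tumour, and -0.13 without MMTV-PyVT/HdhQ7/Q7 replicate 4. Of 18 myoepithelial and basal markers, 16 were higher, 4 past the study's thresholds (all but Mylk drawn in Fig 2), with a median of 0.35 (adjusted p = 2.70e-04, and adjusted p = 0.441 with an estimated correlation), among them Trim29, 1.98-fold higher. Their mean overlapped between the genotypes (two-sided exact permutation test, p = 0.143), with MMTV-PyVT/HdhQ111/Q111 replicate 1, at -0.09, below every MMTV-PyVT/HdhQ7/Q7 tumour and the other 3 between 0.32 and 0.64. Skeletal muscle markers, 17 of 17 higher, had a median of 0.64 (adjusted p = 0.0221, and adjusted p = 0.751 with an estimated correlation), a call lost with the methods' t-test, without the dimmest 40% of probe sets, without MMTV-PyVT/HdhQ7/Q7 replicate 3 (adjusted p = 0.205) or 4 (0.0572) and without MMTV-PyVT/HdhQ111/Q111 replicate 3 (0.441) or 4 (0.545). The median was 0.37, 0.18 and 0.18 without MMTV-PyVT/HdhQ7/Q7 replicate 3 and MMTV-PyVT/HdhQ111/Q111 replicates 3 and 4, and 1.08 without MMTV-PyVT/HdhQ111/Q111 replicate 1 or 2. Over all its alternatives the adjusted p ran from 4.16e-05 to 0.751, and the mean of the list overlapped between the genotypes (two-sided exact permutation test, p = 0.429). List means did not overlap for matrix structure, matrix remodelling, mesenchymal markers, EMT transcription factors, invasion-associated stroma, huntingtin and its partners, fibroblasts and macrophages (two-sided exact permutation test, p = 0.0286 for each, adjusted p = 0.114 over the lists). The matrix, remodelling, mesenchymal, stroma and fibroblast lists share genes, so these are not separate results.

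Other lists did not pass the test. Medians were 0.04 for endocytosis (adjusted p = 0.305), 0.00 for hypoxia (0.648), -0.01 for immediate early genes (0.558), -0.01 for endothelial cells (0.772), 0.04 for pericytes and smooth muscle (0.662), 0.02 for milk genes (0.780), -0.03 for B and plasma cells (0.165), -0.09 for neutrophils and mast cells (0.0999), 0.01 for nerve (0.941), -0.03 for keratinocytes (0.377) and -0.06 for erythrocytes (0.214). Immediate early genes passed without MMTV-PyVT/HdhQ7/Q7 replicate 2 (adjusted p = 0.0202), neutrophils and mast cells without MMTV-PyVT/HdhQ7/Q7 replicate 4 (0.00685) and B and plasma cells without MMTV-PyVT/HdhQ111/Q111 replicate 2 (0.0455). Neutrophils and mast cells also passed with array weights (0.0400) and with the mean of all probe sets of a gene (0.0499). Over their alternatives the adjusted p of these 3 lists ran up to 0.959, 0.638 and 0.638. The medians of endocytosis, hypoxia, immediate early genes, endothelial cells, pericytes, milk genes, nerve and keratinocytes changed sign in at least 1 alternative. Housekeeping genes, a check, had a median of 0.05. Among genes measured as protein in the paper, Acta2 (log2 fold change 0.74), Mmp3 (1.22) and Ccnd2 (0.70) were higher past the study's thresholds. Acta2 lost this with the methods' t-test, without MMTV-PyVT/HdhQ7/Q7 replicate 1, 2 or 4 and without MMTV-PyVT/HdhQ111/Q111 replicate 2 or 3, and its genotypes overlapped (two-sided exact permutation test, p = 0.0857). Mki67 (0.50) was not past them, except without MMTV-PyVT/HdhQ7/Q7 replicate 2 (0.61) or MMTV-PyVT/HdhQ111/Q111 replicate 2 (0.65). Others were 0.01 for Cdh1, -0.03 for Ctnnb1, -0.12 for Tjp1, 0.43 for Vim, 0.11 for Akt1, 0.15 for Dnm1 and -0.05 for Dnm2, none past the study's thresholds, and Cdh1 changed sign in several alternatives, down to -0.06 with array median centring.

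The real grouping of the tumours gave 317 probe sets past the study's thresholds, against 307 in the highest other split, which exchanges MMTV-PyVT/HdhQ7/Q7 replicate 3 and MMTV-PyVT/HdhQ111/Q111 replicate 2, so 1 of 35 splits reached it, the fewest possible. This was also so with the methods' t-test (213 against 205), a variance trend with robust fitting, array weights, array median centring, without the dimmest 40% of probe sets and without the lower identifier range. However, 2 of 35 splits reached the real count with quantile normalization (280, with 282 in the highest other), at a fold of at least 2 (71 and 87) and for single-symbol probe sets with each gene once (181 and 184). For the 317, 1 of 35 met the condition set against chance, but it is the smallest share that this test can give. Under those 3 settings the condition was not met, so the number of calls does not exclude chance. At an adjusted p under 0.05 the real grouping gave 3 and the highest other 2, again 1 of 35, while 2 of 35 reached the real count with quantile normalization, array median centring or without the dimmest 40% of probe sets, and all 35 reached the 0 of the methods' t-test, so chance is not excluded there either. For gene lists, 4 of 35 splits reached the 14 lists called, with 15 in the highest other, so chance cannot be excluded for that number.

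Matrix genes were higher in MMTV-PyVT/HdhQ111/Q111 tumours by camera, with a median of 0.39, or 0.26 without the genes drawn in Fig 2, and did not pass with an estimated correlation (adjusted p = 0.208) or with fry (adjusted p = 0.0694). A lower share of tumour cells would raise every other cell type alike. Of 4 other cell type lists, 2, endothelial and T and NK cells, had intervals below that of the fibroblast markers (0.15 to 0.46). The interval of macrophage markers (0.06 to 0.31) overlapped it and that of adipocyte markers (0.69 to 1.42) lay above it. These intervals come from draws of genes and leave out the spread between tumours, so they cannot exclude this explanation. A larger share of fibroblasts may account for part of it, and met the condition set for it. Fibroblast markers outside the matrix had a median of 0.26, above the bound of 0.194. With the genes drawn in Fig 2 left out of both lists, the 19 markers had 0.192 (interval 0.138 to 0.353), above the matching bound of 0.130. That interval too comes from draws of genes, and markers such as Pdgfra and Pdgfrb are also in the mesenchymal list. The condition therefore cannot tell a larger share of fibroblasts from the other explanations. A mesenchymal change of the tumour cells stays open in these signals, since the epithelial junction median was -0.0227 and that of EMT transcription factors 0.08, and neither list passed camera, although the means of the latter did not overlap between the genotypes. The paper's evidence for such a change is of another kind. It reports lower ZO1, E-cadherin and β-catenin protein and higher vimentin protein in tumours and in cells cultured from tumours, and scattered, elongated cultured cells. RNA of whole tumours does not measure these. Fibroblasts that make more matrix were not tested.

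The tumours grouped by genotype over the genes past the study's thresholds. Selection of the genes by the same comparison may account for this, since in 34 of 34 other splits the genes called for that split grouped all 8 tumours by it. Clustering over all probe sets, with no such selection, also separated the genotypes, and over the 1000 most variable it grouped 7 of 8 tumours.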
